# DNA methylation dynamics during early plant life

**DOI:** 10.1186/s13059-017-1313-0

**Published:** 2017-09-25

**Authors:** Daniel Bouyer, Amira Kramdi, Mohamed Kassam, Maren Heese, Arp Schnittger, François Roudier, Vincent Colot

**Keywords:** DNA methylation, RdDM, Transposable elements, Embryogenesis, Embryo-seedling transition

## Abstract

**Background:**

Cytosine methylation is crucial for gene regulation and silencing of transposable elements in mammals and plants. While this epigenetic mark is extensively reprogrammed in the germline and early embryos of mammals, the extent to which DNA methylation is reset between generations in plants remains largely unknown.

**Results:**

Using *Arabidopsis* as a model, we uncovered distinct DNA methylation dynamics over transposable element sequences during the early stages of plant development. Specifically, transposable elements and their relics show invariably high methylation at CG sites but increasing methylation at CHG and CHH sites. This non-CG methylation culminates in mature embryos, where it reaches saturation for a large fraction of methylated CHH sites, compared to the typical 10–20% methylation level observed in seedlings or adult plants. Moreover, the increase in CHH methylation during embryogenesis matches the hypomethylated state in the early endosperm. Finally, we show that interfering with the embryo-to-seedling transition results in the persistence of high CHH methylation levels after germination, specifically over sequences that are targeted by the RNA-directed DNA methylation (RdDM) machinery.

**Conclusion:**

Our findings indicate the absence of extensive resetting of DNA methylation patterns during early plant life and point instead to an important role of RdDM in reinforcing DNA methylation of transposable element sequences in every cell of the mature embryo. Furthermore, we provide evidence that this elevated RdDM activity is a specific property of embryogenesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1313-0) contains supplementary material, which is available to authorized users.

## Background

DNA methylation is an epigenetic modification with key roles in the control of genome activity in mammals and plants. It is involved in the transcriptional silencing of transposable elements (TEs), thus contributing to the preservation of genome integrity, as well as in the regulation of specific genes, such as those subjected to genomic imprinting [1, 2]. Despite these general similarities, there are many differences in function and mechanism of DNA methylation between mammals and plants. Whereas mammals mainly methylate cytosines at symmetrical CG sites, plants also methylate cytosines at CHG (H = A, T, or C) and CHH sites, although to a lesser extent than at CG sites [1]. Also, while mammals methylate genes and TE sequences equally [1], plants methylate only some genes and this methylation is usually restricted to CGs located within the gene body while TE sequences tend to be methylated at most, if not all, of their CG, CHG, and CHH sites [3, 4].

Plants and mammals also differ in the extent to which DNA methylation is reprogrammed at each generation. In mammals, the early embryo and the male as well as the female primordial germlines undergo extensive loss of DNA methylation, which together with other epigenome resetting events ensures that totipotency is re-established at each generation [5]. In contrast, flowering plants, which undergo double fertilization of the egg cell (EC) and the central cell (CC) to produce the embryo and the endosperm within seeds, do not appear to show such extensive DNA methylation reprogramming, except in the endosperm. Specifically, work in Arabidopsis, maize, and rice has shown that the maternal genome is globally hypomethylated in the endosperm and it is thought that this hypomethylation originates from active DNA demethylation in the CC as well as from reduced expression of the main DNA methyltransferases (MTases) [6–10]. In contrast, there is no detectable demethylation activity in the EC although cytological studies revealed a weakening in the DNA methylation signal [8, 11, 12].

On the paternal side, there is active DNA demethylation in the vegetative nucleus (VN) of pollen that is, however, limited to only a few TE sequences [6, 13]. Lastly, genome-wide studies revealed similar DNA methylation patterns in the early embryo and adult aerial tissues [11]. Nonetheless, loss of DNA methylation over TE sequences in the endosperm and the VN has been proposed to serve as a source of small interfering RNAs (siRNAs) that would trigger RNA-directed DNA methylation (RdDM) in the embryo [14, 15], thus ultimately contributing to the reinforcement of DNA methylation across generations [16, 17].

In the present work, we show that unlike CG methylation, CHG and CHH methylation is dynamic during embryogenesis and early vegetative development. Most notably, mature embryos show 100% CHH methylation at many sites, which are not observed in seedlings or adult plants. Furthermore, these highly methylated TE sequences are hypomethylated in the early endosperm. Our findings reveal an important role for RdDM during embryogenesis, which reaches its maximum in the mature embryo and may serve to protect embryonic cells from the deleterious consequences of TE activity.

## Results

### Mature embryos show CHH hypermethylation

To analyze the dynamics of DNA methylation during the early stages of the Arabidopsis life cycle, whole-genome sequencing (WGS) was performed on bisulfite-treated DNA (WGBS) extracted from mature wild-type (WT) embryos as well as from four-day-old and ten-day-old seedlings (Additional file 1: Table S1). Data were then compared with publicly available WGBS data obtained for early embryos (7–9 days post fertilization [11]). At a global level, DNA methylation is highest in mature embryos (7.65% 5mC, vs. 6.8%, 4.48%, and 5.6% 5mC for early embryos, four-day-old, and ten-day-old seedlings, respectively; Additional file 2: Figure S1). These variations in global DNA methylation are mainly due to CHH sites (Fig. 1a, b), which make up more than 44% of all 5mC in mature embryos compared to less than 27% in seedlings (Additional file 2: Figure S1). The global distribution of DNA methylation along chromosomes using 100-kb windows confirms these observations (Fig. 1c–e). It shows, in addition, that the lower CHH methylation in early compared to mature embryos is most pronounced away from the TE-dense, gene-poor, pericentromeric regions, whereas elevated CHH methylation in mature embryos compared to four-day-old seedlings is highest over the pericentromeric regions (Fig. 1c–e; Additional file 2: Figure S2). Consistent with immunocytochemical studies [18, 19], we found lower overall levels of DNA methylation in four-day-old compared to ten-day-old seedlings (Fig. 1a), that is most pronounced in pericentromeric regions and affects all three sequence contexts (Fig. 1e; Additional file 2: Figure S2). These results suggest distinct dynamics of CHH methylation along chromosomes with initiation of elevated levels at the pericentromeric region in early embryos and increasing CHH methylation levels also affecting chromosome arms in mature embryos.

**Fig. 1:**
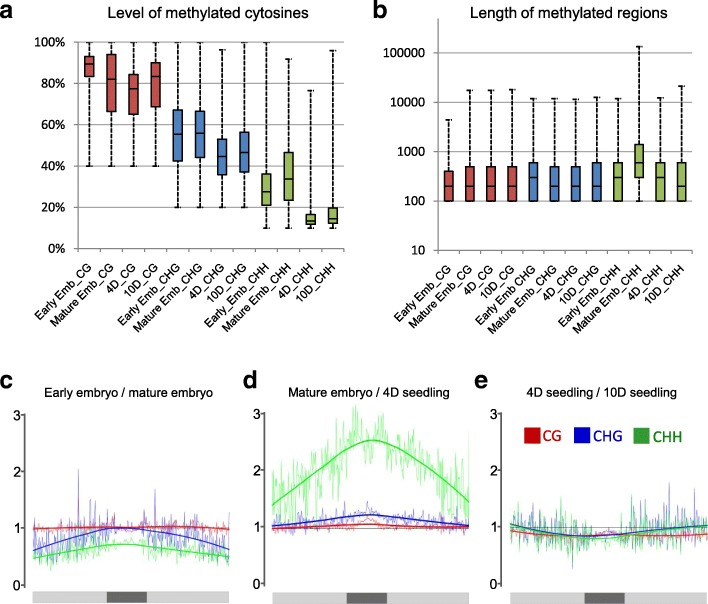
Global methylome dynamics between different developmental stages. **a**, **b** *Box plot* distribution of DNA methylation levels (**a**) and length of MRs (**b**) at different developmental stages (early embryo [Early_Emb], mature embryo [Mature_Emb], four-day-old seedling [4D], ten-day-old seedling [10D]) in the WT for each context. **c**–**e** Methylation ratios of 100 kb windows for CG (*red*), CHG (*blue*), and CHH (*green*), represented as a linear regression curve over chromosome 1 (*gray bar*, pericentromeric region in *dark gray*). Comparison of early embryos (7–9 days after fertilization [11]) vs. mature embryos (**c**), mature embryos vs. four-day-old seedlings (**d**), and four-day-old vs. ten-day-old seedlings (**e**)

We next investigated methylated regions (MRs), which were defined by considering non-overlapping 100-nt windows. Windows were scored as methylated at CG, CHG, or CHH sites when methylation levels reached at least 40%, 20%, or 10% for the respective window (see “Methods” for further details). This analysis revealed that the average size and level of methylation of CG- and CHG-MRs do not change appreciably from early embryos to ten-day-old seedlings. In contrast, CHH-MRs vary considerably during early plant life, being largest and most methylated in mature embryos (Fig. 1a, b; average size of CHH-MR: > 2 kb vs. < 500 bp).

Differentially methylated regions (DMRs) at the 100-nt window scale were then identified by comparing earlier with later developmental stages and by taking into account an average methylation difference of at least 40% for CG sites and 20% for CHG as well as CHH sites. Windows with three or fewer sites were not considered. Applying this approach, thousands of DMRs are observed for all three contexts and this holds true when comparing any two stages (Additional file 2: Figure S3; Additional file 3: Table S2; Additional file 4: Table S3; Additional file 5: Table S4). Most CG-DMRs correspond to variation in gene-body methylation (Additional file 2: Figure S4) and result from the gain or loss of methylation over one or two CGs only, with no coherent patterns across stages (Additional file 2: Figure S5). These CG-DMRs most likely reflect minor stochastic fluctuations between the different WT lines used to extract DNA [20] and were not analyzed further.

Consistent with CHG and CHH methylation levels being highest in mature embryos among the four developmental stages, CHG-DMRs and CHH-DMRs are most numerous in the pairwise comparisons involving mature embryos (Fig. 2a, b; Additional file 2: Figure S4A). CHG-DMRs and CHH-DMRs typically overlap (Fig. 2b), although CHH-DMRs tend to be larger, in agreement with the larger average size of CHH-MRs in mature embryos (Fig. 1b; Additional file 2: Figures S6A, B). The vast majority of CHG-DMRs and CHH-DMRs results from different levels of methylation of the same genomic region at the four developmental stages rather than from a de novo gain or loss of MRs (Fig. 2a; Additional file 2: Figures S6C, D; S7B). Furthermore, CHH methylation preferentially increases in the internal part of TE sequences during embryogenesis, which is typically less methylated compared to the extremities of TEs (Fig. 2c, d; Additional file 2: Figure S8) [21, 22]. In summary, around 28,300 individual CHH sites reach 100% methylation in mature embryos, a level that does not persist in seedlings (Fig. 2e; Additional file 2: Figure S9A).

**Fig. 2:**
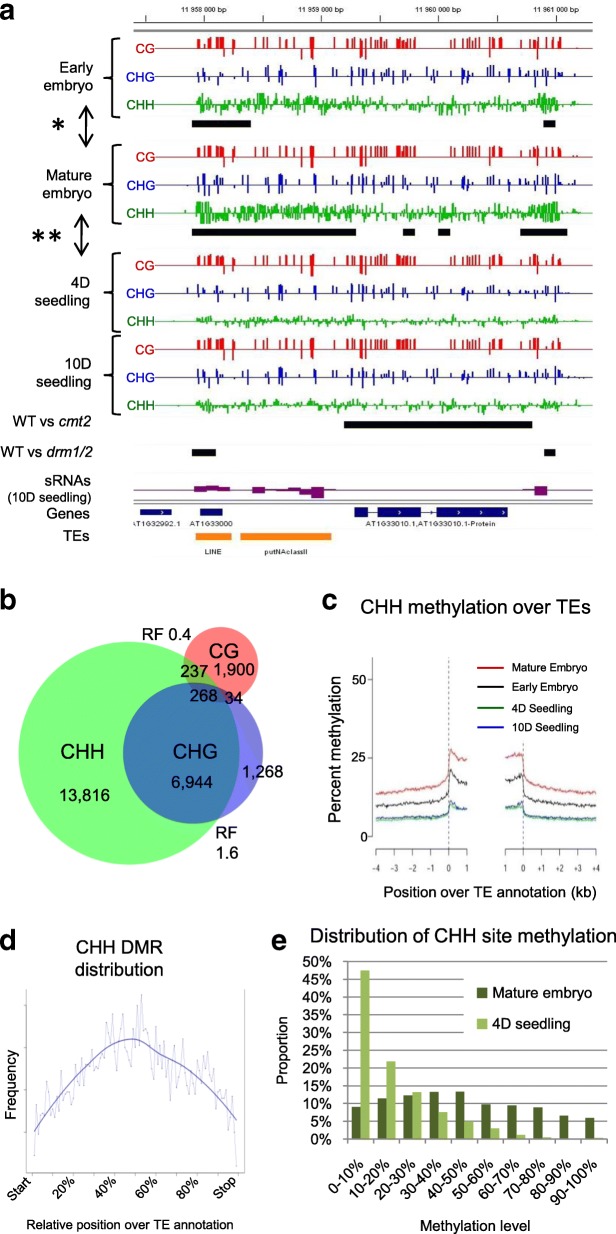
Differential methylation during early development. **a** Methylation level for each context is shown for a 3-kb window (*upper half*) of chromosome 1 for early embryo, mature embryo, four-day-old seedling, and ten-day-old seedling for each context separately (CG = *red*, CHG = *blue*, CHH = *green*). siRNA density (*violet*; ten-day-old seedlings) is indicated below. Gene models are represented in *blue* and TEs in *orange*. CHH DMRs are indicated as *black horizontal bars* for the comparisons of early vs. mature embryos (*) and mature embryos vs. four-day-old seedlings (**) as well as for WT vs. *drm1/2* (*DRM1/2*) and WT vs. *cmt2 (CMT2)* at the seedling stage [26]. **b** *Venn diagram* representing the overlap of annotated loci associated with CG, CHG, and CHH hypermethylation DMRs in the mature embryo vs. four-day-old seedling (RF = representation factor; > 1 = higher than random, < 1 = lower than random with *p* value < 1.0xe^–30^). **c** *Meta-TE plot* for all TE sequences in the range of 1–2 kb with absolute CHH methylation levels for the four developmental stages analyzed (early and late embryo, four-day-old and ten-day-old seedling). TEs of other size classes are shown in Additional file 2: Figure S8. **d** Meta-TE representation of CHH-DMR distribution of CHH hypomethylation identified between early and mature embryos over TE annotations. **e** Distribution of methylation level frequency for CHH sites in mature embryos (*dark green*) and four-day-old seedlings (*light green*) within CHH-DMRs identified between mature embryos and four-day-old seedlings

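Small RNA was found in 63.5% of the 1191466 windows of 100 nt that tile the 5 chromosomes of WT ten-day-old seedlings, at a median normalized density of 0.126 and a 95th percentile of 52.4. Density was uneven along the chromosomes. On chromosome 1, 28.7% of the windows from 14 to 15 Mb, near the centromere, were above that chromosome's 95th percentile of 48.2, against 0.86% of those from 27 to 28 Mb. Among windows whose 24-mers all occur once in the genome, the shares were 1.67% and 0.0463%, so most of that peak lies in repeated sequence. Of the 6 TAS loci, whose transcripts are processed into phased siRNAs, 5 had a mean density above the 95th percentile of their chromosome, with 20185 at TAS1A and 9055 at TAS1B. All 8 listed pentatricopeptide repeat (PPR) genes were above it, with a median density of 362. The list was made of PPR genes with siRNAs, so it does not stand for PPR genes in general. Windows of length class 22 held most of the signal in each of the 8 genes. Between 0% (AT1G62590) and 35.3% (AT1G63080) of the windows of these PPR genes held only 24-mers that occur once in the genome. Their values may therefore include shared reads and are not independent of each other. None of 5 housekeeping genes was above the 95th percentile of its chromosome (median density 2.40), nor was any of the 8 RdDM, CMT2 and PRC2 genes that the paper names (median density 0.146). Of all 27444 protein-coding genes 341 (1.24%) were above it, so none would be likely in lists this short. The library is a single one with no replicate, so intervals cover counting error only and no p-value is given across conditions. The authors counted reads of 15 to 30 nt, placed on TAIR10 with Bowtie, per 100-nt window and strand, gave each window and strand 1 length class (20, 22, 24 or other), and scaled the counts. Odd lengths have no class of their own, so class 22 may not mean reads of 22 nt. All deposited values were whole multiples of a single step to within 0.001 steps, and taking that step as 1 read puts the scale at 7940240 reads; what this number counts is not given in the sources used here. The values add up to 333173409 reads over all windows. Windows at 6 tRNA genes on 3 chromosomes had densities of 393801 to 393814, so reads of repeated sequences appear to be counted at every copy. Here the density of a region is the sum of both strands, averaged over its bases, and windows of class 24 held 40.2% of the signal. Outside miRNA, tRNA, rRNA, snoRNA and snRNA genes, class 24 held 64.5% of it.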

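In the region of Fig. 2a, small RNA was dense over the LINE element AT1TE38700 (TAIR10, chromosome 1, 11957935 to 11958234) and sparse over the neighbouring protein-coding gene. The element had a density of 102, and the pseudogene AT1G33000 (11957968 to 11958162), which lies inside it, had 115. The protein-coding gene AT1G33010 (11959287 to 11960591) had a density of 3.42. The miRNA gene MIR856 (AT1G32992, 11957460 to 11957730) had 5 reads in its windows. The highest window, from 11958901 to 11959000, lies between the element and AT1G33010 and had a density of 171 (1357 reads, exact Poisson 95% interval 162 to 180.2). It ranked 5700 among the 304277 windows of chromosome 1. Downstream of AT1G33010, the window from 11960801 to 11960900 had a density of 135 (interval 127 to 144). In all, 12 of the 40 windows were above the chromosome's 95th percentile, and 3 of these lie at the element. The plus strand held 48.2% of the signal, and windows and strands of class 24 held 86.2% of it. Over the element class 24 held 71.2%, and the plus strand of the windows from 11957801 to 11958000 was in class other. The highest window holds 24-mers with up to 9 copies in the genome, and the element up to 22, so its values include reads that could come from other copies. The region was read from the ruler of the panel and is longer than the length in the legend, so the count of high windows depends on its bounds. The place of the element comes from Table S6.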

### Late embryonic CHH hypermethylation matches loss of DNA methylation in the endosperm

In plants, the maternal genome is hypomethylated in the endosperm [23]. This loss of DNA methylation that mainly affects CG and CHG sites over TE sequences is initiated in the CC by the DNA glycosylase DEMETER (DME) and correlates with the production of siRNAs, which have been proposed to move to the embryo and induce RdDM to (re)establish proper silencing of these TE sequences [10, 14, 15, 24]. This model implies that the gain of DNA methylation observed in mature embryos over a given region correlates with the loss of DNA methylation in the endosperm for the same region. To determine if this were the case, we re-analyzed previously published endosperm methylome data (6–7 days after fertilization [6]) and found that indeed CHH-hypermethylation in mature embryos tends to affect the same sequences that are hypomethylated earlier during seed development in the endosperm (Fig. 3a–c; Additional file 6: Table S5). Moreover, examination of publicly available data of seed-derived siRNAs [25] indicates that 24-nt siRNAs abundance is highest for regions that are hypomethylated in the early endosperm and gain CHH methylation in the mature embryo (Fig. 3d). This observation further supports a model whereby endosperm-derived siRNAs progressively instruct CHH methylation in the embryo.

**Fig. 3:**
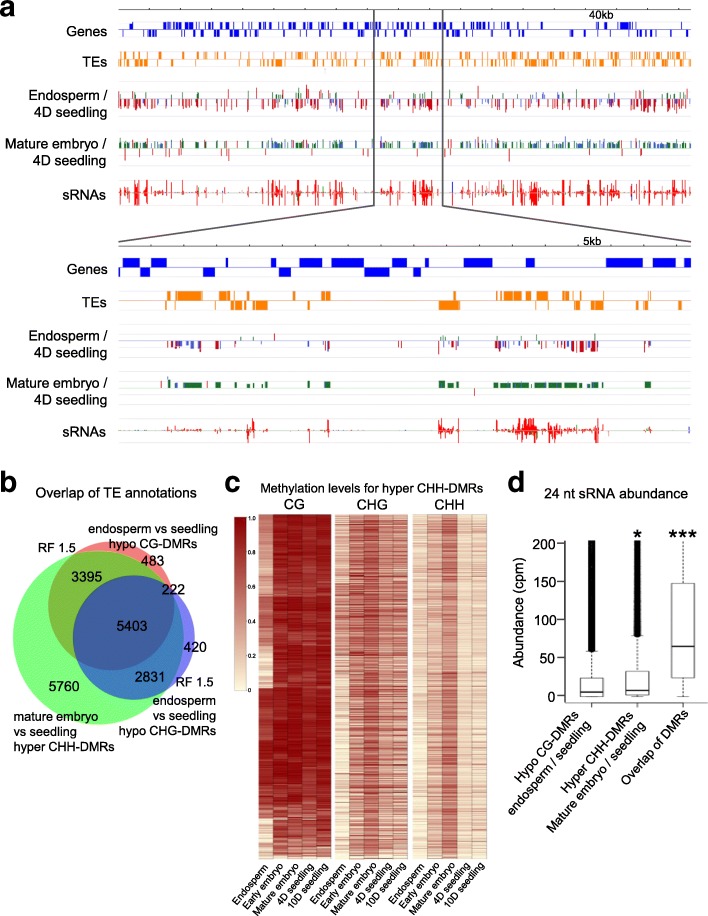
Hypermethylation in the mature embryo correspond to hypomethylation in the endosperm. **a** Representation of a 740-kb genomic region (*top*) and a zoom-in of 86 kb (*bottom*) showing genes (in *blue*) and TEs (in *orange*) as well as DMRs between endosperm [6] vs. four-day-old seedlings and mature embryos vs. four-day-old seedlings with CG = *red*, CHG = *blue*, and CHH = *green*. DNA hypomethylation is shown as *downward bars*, hypermethylation as *upward bars* in the respective comparisons. siRNA abundance for up to 50 reads is shown for 24 nt size (*red*) and 21–22 nt (*green*). **b** *Venn diagram* representing the overlap between TE annotations affected by CHH-hypermethylation DMRs in the mature embryo with CG- as well as CHG-hypomethylation DMRs in the endosperm. RF = representation factor; RF > 1 = overlap higher than random, RF < 1 = overlap lower than random, with *p* value < 1.0xe^–30^. **c** *Heat map* showing absolute values of methylation for CG, CHG, and CHH contexts at five developmental stages/tissues based on the CHH DMRs detected between mature embryos and early embryos as well as four-day-old and ten-day-old seedlings (27,528 DMRs in total). Rows were sorted by complete linkage hierarchical clustering with Manhattan distance as a distance measure using the CG methylation values and aligning the other contexts to these coordinates. **d** *Box plots* showing the distribution of seed-derived 24-nt siRNA [27] abundance over endosperm vs. four-day-old seedlings CG hypomethylation DMRs (Hypo CG-DMRs endosperm/seedling), CHH hyper-methylation DMRs in the mature embryo vs. four-day-old seedlings (Hyper CHH-DMRs embryo/seedling) and the overlap of both DMRs (Overlap of DMRs). siRNA reads of 24 nt were counted over each feature and converted to count per million. Student’s t-test in comparison of siRNA abundance of CG hypomethylation endosperm vs. four-day-old seedlings; * = *p* value < 0.05; *** = *p* value < 0.001

CHH methylation in Arabidopsis is carried out by two main, mostly non-overlapping, pathways, one involving the H3K9me2-binding DNA MTase CMT2 and the other the siRNA-dependent MTases DRM1/2 [26, 27]. Indeed, fully methylated CHH sites showed distinct patterns between early and mature embryos. Specifically, CHH sites with 100% methylation in the early embryo tend to be located throughout long TE sequences, which in seedlings are preferential targeted by CMT2 (Additional file 2: Figures S9C–F; S10; Additional file 7: Table S6). In contrast, full CHH methylation in mature embryos is preferentially located at TE boundaries, a pattern typical of RdDM targets (Additional file 2: Figure S9D) [26]. In agreement, genes involved in RdDM (e.g. *AGO4*, *DMS3*, and *DRM2*) show highest expression during late embryogenesis (Additional file 2: Figure S11) [28]. Moreover, genes involved in the generation of the 24-nt siRNAs required for RdDM, such as RNA-dependent RNA polymerase 2 (*RDR2*) and *DCL3*, are found primarily in the endosperm (Additional file 2: Figure S11) [8, 28]. Taken together, these observations suggest that siRNA production in the early endosperm precedes RdDM in the embryo (Additional file 2: Figure S11).

### PRC2 activity has no direct effect on DNA methylation

We previously showed that viable seeds with a purely maternal endosperm can be produced by bypassing the requirement of PRC2 activity during seed development [29]. This bypass allowed us to recover homozygous *fie* mutant embryos, which have lost PRC2 activity, resulting in seedlings that lack the repressive H3K27me3 mark [30]. We took advantage of this genetic system to investigate the impact of a strictly maternal endosperm on the embryo methylome and to determine whether the absence of H3K27me3 in *fie* mature embryos affects DNA methylation [30]. This is not the case, as DNA methylation patterns are similar between WT and *fie* mature embryos, with few local, low-level variations (Fig. 4a left side; Additional file 2: Figures S6A, B; S12A–C; Additional file 8: Table S7). Thus, the absence of the paternal genome in the endosperm does not affect RdDM in the mature embryo. This result is in agreement with the observation that it is mainly the maternal genome, which is demethylated in the endosperm [6] and which would contribute to siRNA-derived methylome (re)establishment in the embryo.

**Fig. 4:**
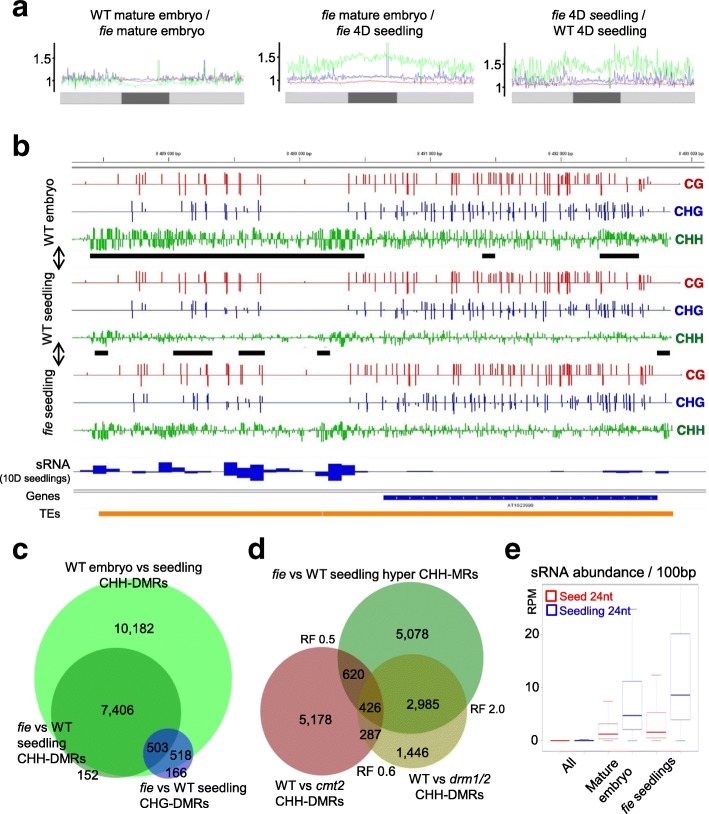
*fie* mutant seedlings partially maintain an embryonic RdDM profile. **a** Methylation ratios over 100-kb windows for CG (*red*), CHG (*blue*), and CHH (*green*) over chromosome 5 as an example in three comparisons. **b** Genome browser screenshot of a 4-kb region indicating DNA methylation levels in WT mature embryo and four-day-old seedling in WT and *fie*. Gene models are represented in *blue* and TEs in *orange* (*bottom*). CHH-DMRs are indicated as *black horizontal bars*; CG methylation is shown in *red*, CHG in *blue*, and CHH in *green*; WT seedling 24-nt siRNA (ten-day-old seedling) abundance shown as *blue bars*. **c** *Venn diagram* showing the overlap of TE annotations with CHH hypermethylation DMRs between mature embryo vs. four-day-old seedling (WT embryo vs. seedling CHH-DMRs) as well as *fie* vs. WT four-day-old seedling (*fie* vs. WT seedling CHH-/CHG-DMRs). **d** *Venn diagram* comparing *fie* vs. WT four-day-old seedlings CHH hypermethylation DMRs with DRM1/2- and CMT2-dependent CHH methylation. RF = representation factor; RF > 1 = overlap higher than random, RF < 1 = overlap lower than random, with *p* value < 1.0xe^–30^. **e** *Box plot* representing the relative abundance of 24-nt siRNAs from seeds (*red*) [25] and seedlings (*blue*) in reads per million (RPM; *y-axis*) for 100-nt windows throughout the genome (All), DMRs that show both, CG hypomethylation in the endosperm vs. four-day-old seedlings as well as CHH hypermethylation DMRs in the mature embryo vs. four-day-old seedlings (Mature embryo) and for CHH-hyper DMRs found in *fie* seedlings compared to WT seedlings (*fie* seedling)

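In the region of Fig. 4b, small RNA was densest over a pair of adjacent TEs and low over the interior of the third. AT1TE27395 (TAIR10, chromosome 1, 8489150 to 8490468) had a density of 218, and AT1TE27390 (8488223 to 8489149) had 112. AT1TE27405 (8490641 to 8492849) had a density of 16.0. The pseudogene AT1G23990 (8490634 to 8492730), which covers most of that element, had 14.5. The highest window, from 8489601 to 8489700, had a density of 945 (7500 reads, exact Poisson 95% interval 923 to 966) and ranked 509 on the chromosome. A further peak inside AT1TE27395, from 8490101 to 8490200, reached 430.2 (interval 416 to 445). Near the right end of AT1TE27405, the window from 8492401 to 8492500 had 71.8 (interval 66.0 to 77.9), while the window from 8491601 to 8491700 in its interior had 1.01 (8 reads, interval 0.435 to 1.99). Of the 46 windows, 20 were above the 95th percentile of the chromosome. The region was read from the panel's ruler and is longer than the length in the legend, so this count depends on its bounds. The signal was 44.5% on the plus strand. The highest window and the further peak hold 24-mers with up to 103 and 133 copies in the genome, against 1 in the interior window of AT1TE27405, so with reads counted at every copy the order of the elements and the intervals include reads from other copies. The deposited values hold all lengths from 15 to 30 nt, whereas the panel shows 24-nt siRNA.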

DNA methylation and H3K27me3 are largely mutually exclusive and it was reported that H3K27me3 can compensate for the loss of DNA methylation, although both chromatin marks can regulate the same gene and have been found to contribute to genomic imprinting in the endosperm [31–34]. Yet, DMRs detected in the comparison between WT and *fie* mature embryos do not overlap with regions marked by H3K27me3 in WT seedlings, whether considering genes or TE sequences (Additional file 2: Figures S12D, E) [30], indicating that PRC2 activity does not interfere substantially with DNA methylation targeting.

### Elevated RdDM activity is a feature of late embryonic development

We have previously shown that PRC2 is a major regulator of the embryo to seedling transition by repressing the embryonic program after germination [30]. In comparison with four-day-old WT seedlings, *fie* seedling showed massive CHH and to a lesser extent CHG hypermethylation (Fig. 4a, b; Additional file 9: Table S8), consistent with a failure to terminate an embryonic developmental program. The majority of CHH-DMRs and CHG-DMRs found in *fie* at the seedling stage overlapped with late embryonic CHH-hypermethylated loci in the WT (Fig. 4c). Yet, in contrast to the mature embryonic methylome where CHH and CHG hypermethylation affect mainly the same TEs (85% overlap, Fig. 2d), this overlap is not as extensive in *fie* seedlings (only 42% overlap; Fig. 4c), indicating two independent pathways contributing to the elevated levels of CHH and CHG methylation in the mutant after germination. Previous transcriptional profiling of *fie* seedlings revealed increased levels of expression of RdDM genes compared to WT, including *AGO4*, *DMS3*, and *DRM2* [30], and consistently, TEs showing CHH hypermethylation in *fie* seedlings primarily depend on DRM1/2 and are largely independent of CMT2, in agreement with unaltered *CMT2* expression levels in *fie* (Fig. 4d) [30]. In agreement with this notion, 24-nt siRNAs detected in WT seedlings are highly abundant over CHH hypermethylated regions in *fie* seedlings (Fig. 4b, e) [35]. 

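Small RNA of WT ten-day-old seedlings was present over all 1181 distinct CHH-hyper DMRs of fie seedlings that were examined, at a median density of 58.6 (quartiles 22.5 and 171). Of these DMRs, 660 (55.9%, exact binomial 95% interval 53.0 to 58.7) were above the 95th percentile of the windows of chromosome 1. Windows and strands of class 24 held 82.4% of the signal summed over these DMRs, and 100% in the median DMR. TE families were grouped by name after the data were seen and were not tested against each other. The median density was 97.9 over the 27 DMRs at SINEs, 87.0 over the 34 at Copia elements, 64.4 over the 134 at MuDR elements and 52.5 over the 562 at Helitrons. It was 51.9 over the 36 DMRs at Gypsy elements, 51.7 over the 47 at LINEs and 49.2 over the 34 at Pogo or Mariner elements. It was 40.5 over the 80 DMRs at hAT elements, with 37 above the 95th percentile, and 29.5 over the 17 at En/Spm elements, with 6 above it. The complete list of CHG-hyper DMRs, from all 5 chromosomes, had a median of 20.9. On chromosome 1 alone the median was 30.9, with 36.6% of these DMRs above the 95th percentile. Every family group was lower in the complete list than among the CHH-hyper DMRs examined, which lie on chromosome 1 only. Families were not compared within that chromosome, so place along the genome is not separated from the kind of DMR. The 73 CHG-hyper DMRs at Copia elements had a median of 8.06, with 5 above the 95th percentile of their chromosome. The 53 at En/Spm elements had 5.67 and the 28 at SINEs had 50.8. Among the CHH-hyper DMRs, the 261 assigned to no TE had a median of 71.5. The highest CHH-hyper DMR (TAIR10, chromosome 1, 18549501 to 18549600) lies at TAS1B (AT1G50055) and had a density of 55276, all of it in class 22. The DMR from 18548101 to 18548400 at the gene AT1G50050 followed at 2406, in class 24. Among TEs, the highest were a DMR at the Helitron AT1TE63170 of the ATREP3 family (19062701 to 19062800) at 1900 and a DMR at another ATREP3 element, AT1TE59415 (17900601 to 17900700), at 1830. A DMR at the Copia element AT1TE59755 of the ATCOPIA78 family (18017801 to 18017900) had 1744. These 3 TE regions hold 24-mers with up to 100, 102 and 18 copies in the genome, so the order of single elements includes reads from other copies.

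**Figure D1:**
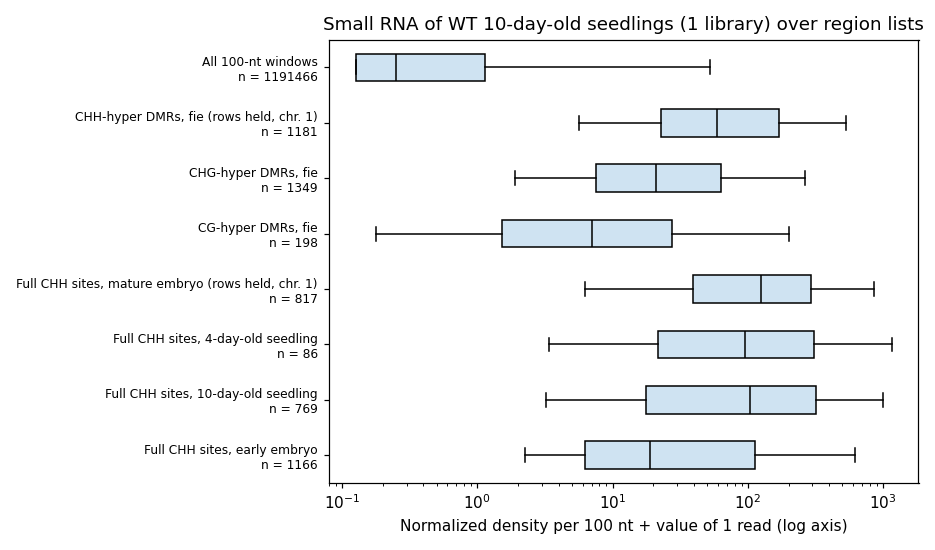
Normalized small RNA density per 100 nt in 1 library of WT ten-day-old seedlings, on a log axis with the value of 1 read added, over all 100-nt windows and over regions listed in Tables S6 and S8 (full CHH sites are CHH sites at 100% methylation). Boxes span the quartiles with the median as a line and whiskers run from the 5th to the 95th percentile; the median is 58.6 over the CHH-hyper DMRs and 0.126 over all windows before the addition.

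The DMRs come from the first 1757 of the 12300 rows of the CHH sheet of Table S8, all on chromosome 1 and 89.6% of them from 10 to 20 Mb, so they are only described; in the 1-Mb bins that hold them the median window had a density of 0.252, and 8.10% of windows were above the threshold. With the 99th percentile as the threshold the share was 12.5%, and with only DMRs and windows whose 24-mers occur once in the genome, an alternative chosen after the data were seen, 186 of 190 DMRs were above a much lower 95th percentile of 2.27 while their median density was 31.5. The paper notes that RdDM genes including AGO4, DMS3 and DRM2 are more expressed in fie seedlings and that TEs with CHH hypermethylation there depend mainly on DRM1/2 and little on CMT2, and it presents the abundance of 24-nt siRNAs over these regions as fitting that dependence.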

Notably, the upregulated genes involved in DNA methylation are not direct targets of PRC2 and their ectopic expression in *fie* seedlings thus primarily reflects the extension of the embryonic transcriptional program [30].

## Discussion

Our work reveals that, although not reset globally, DNA methylation is nevertheless dynamic during Arabidopsis embryogenesis and early growth. Specifically, CG methylation, which is prevalent, is likely inherited from the gametes [36, 10] and remains constantly high in the embryo as well as during vegetative growth over TE sequences. In contrast, CHG and especially CHH methylation, which is relatively low during post-embryonic development, reaches saturation at numerous sites in the mature embryo. This transient saturation is seen mostly over RdDM targets, which suggests that RdDM is active in all cells of the mature embryo. Our analysis also suggests that the CHH MTase CMT2 targets long TEs, mainly located within pericentromeric regions, early during embryogenesis. However, further work is required to determine the extent to which the CMT2-dependent and RdDM-dependent CHH methylation pathways fulfill distinct functions during embryogenesis.

The broad RdDM activity that we have uncovered in the mature embryo may reflect a need to specifically preserve every cell of the future plant from the deleterious consequences of TE activity. This is clearly not the case post-embryonically since RdDM is restricted mainly to the meristems, which contain the stem cell niches from which all plant tissues derive [37]. Although these stem cell niches are established already very early during embryogenesis, they do not contribute to a large extent to cell proliferation in the embryo, which may provide an explanation for why the entire embryo carries out RdDM, thereby assuring genome integrity in each cell.

The notion that meristematic tissues specifically maintain the embryo-derived elevated CHH methylation pattern is further supported by the finding that columella cells in the root meristem, which are separated from stem cells by one cell division only, show an elevated level of CHH methylation [38]. In agreement with the hypothesis that it is not primarily the columella cell identity but rather the proximity to the stem cells that is responsible for this effect, another columella cell population further away from the quiescent center did not show CHH hypermethylation [38]. Alternatively, it was proposed that siRNA production in columella cells serves to reinforce RdDM in the stem cell niche and maintain its homeostasis [38] and both scenarios are in agreement with elevated CHH methylation levels. An opposite situation seems to prevail in mammals, where cell stemness has been linked to DNA hypomethylation in the zygote and early embryonic development as well as during primordial germ cell differentiation, whereas high DNA methylation levels are found in somatic tissues with minor tissue-specific differences [5, 39–41]. To which extent these different epigenetic states are relevant for cell differentiation in animals and plants needs to be determined [42, 43].

In plants, cell differentiation depends to a large extent on PRC2 activity and it is noteworthy that *fie* mutants maintain high CHH methylation levels post-embryonically. It is tempting to speculate that loss of PRC2 creates a pluripotent state associated with elevated RdDM activity. However, our previous observation that *fie* mutant seedlings show de-repression of embryo-specific transcripts [30] suggests instead that the CHH methylation pattern in *fie* seedlings simply results from the persistence of an embryo-like state post germination. The role of PRC2 in controlling the passage from one developmental stage to another is also reflected in the methylome of *fie* mutant endosperm that fails to cellularize but, opposite to *fie* seedlings, shows strongly reduced CHH methylation [44]. Consistent with the assumption of developmentally regulated methylomes, WT endosperm before cellularization is devoid of CHH methylation [45]. The fact that genes involved in RdDM are not marked by H3K27me3 further indicates that RdDM is not directly controlled at the chromatin level but rather follows developmental stage- and cell-differentiation-dependent dynamics [30].

Our data suggest a gradual expansion of RdDM activity after fertilization, in agreement with previous findings based on the examination of five loci at the embryonic globular, heart, and green torpedo stage [8]. Consistent with sexual reproduction being an important determinant of CHH methylation, clonally derived plant species show strongly reduced CHH methylation levels [46]. However, the shift from clonal to sexual reproduction does not re-establish elevated CHH in a single generation, indicating that the simple passage through seed development might not be the only determinant to explain this difference [46].

It has been proposed that DNA hypomethylation in the endosperm due to the activity of the DNA glycosylase DME in the CC leads to reinforcement of RdDM in the embryo, via siRNAs [14, 15]. The mobility of siRNAs from the embryo-surrounding tissue into the embryo has not been observed directly and the endosperm tissue disintegrates during embryogenesis, leaving only a single cell-layer behind at the mature embryonic stage when CHH methylation peaks. Nonetheless, a miRNA targeting a GFP-reporter was able to silence the expression in the embryo when expressed in the CC/endosperm [6]. This suggests either that DNA hypomethylation in the early endosperm serves mainly as an initial trigger to start the process of silencing/RdDM in the embryo or that other tissues contribute to the generation of siRNAs. For instance, AGO9 is found in the integuments of early seeds and acts in a non-autonomous manner to control female gametogenesis [47]. In pollen, TE mRNAs are degraded in an AGO1/AGO2/DCL4-dependent manner to give rise to 21/22-nt siRNAs that move from the VN to the SCs [48, 49]. Indeed, PolII-dependent reactivation of TE mRNAs in the VN and endosperm may trigger the production of siRNAs of broader size range with the capacity to induce DNA methylation by a pathway that differs from PolIV-dependent RdDM, which involves mainly 24-nt siRNAs [50–52]. In line with the hypothesis that a transcription-dependent production of a methylation signal is derived from the endosperm, differential CHH methylation in the mature embryo accumulates in the inner part of TEs, not at the boarders where canonical RdDM is predominantly observed. Several lines of evidence suggest that this pathway is absent in the EC and a mutant in the PolIV subunit *NRPD1* does not show a reduction of CHH methylation in the EC [12]. Based on these observations, we propose that either non-canonical RdDM takes place in the EC and possibly also in the embryo and/or siRNA production and the consequential DNA methylation are spatially uncoupled. In support of the latter possibility, it has been shown that intercellular mobile siRNAs mediate DNA methylation outside their source of production [53, 54]. Yet, the extent to which mobile siRNAs influence embryonic CHH methylation remains to be determined.

## Conclusion

Here we have shown that establishment of CHH methylation over TE sequences is a developmentally regulated process with an unexpected increase affecting most if not all cells in mature embryos (see graphical model in Additional file 2: Figure S13). We also provide evidence that embryonic CHH methylation occurs through two pathways, H3K9me2-dependent CMT2 and RdDM, which have distinct targets and act early and late during embryogenesis, respectively. Moreover, our findings indicate that DNA hypomethylation in the endosperm likely directs CHH hypermethylation in the embryo, possibly via mobile siRNAs. However, methylation patterns in the embryo and the endosperm appear temporarily shifted with respect to each other as RdDM peaks in late embryogenesis yet affects loci that show DNA hypomethylation early during endosperm formation. Finally, the observation that fully methylated CHHs are only seen transiently, in the mature embryo, implies that the proportion of cells that carry out RdDM after germination is reduced, consistent with RdDM being mainly restricted to meristematic tissues.

## Methods

### Plant material and growth conditions

WT Col-0 and *fie* mutants [30] were grown on ½ MS plates containing 1% sucrose following a 16 h light/23 °C – 8 h dark/18 °C cycle. WT and *fie* (*AT3G20740*, SALK-T-DNA allele SALK_042962 described in [30]) plants were collected four days after germination and DNA extracted using PureLink DNA purification kit (Life Technologies). Several aliquots of Col-O WT seeds were hand-dissected and collected in liquid ½ MS solution, washed with H_2_O bidest four times, liquid removed, and frozen at – 80 °C. Embryonic *fie* mutants were selected due to their enhanced dormancy, hence non-germinating seeds seven days after germination-induction were separated and hand-dissected similarly to the WT and genotyped for the *fie* locus (see “Oligosequences”) to ensure homozygousity of the mutant embryos. Around 2000 mature embryos were used and homogenized with metallic beads using TissueLyser (Qiagen) followed by DNA extraction (PureLink DNA purification kit, Life Technologies). DNA purity and quality were controlled using Qubit fluometry and agarose gel electrophoresis. Between 1 and 2 ug of genomic DNA were bisulfite treated (EZ DNA Methylation-Gold kit, Zymo) and pair-end sequenced using BGI Tech Solutions WGBS service/Illumina 2000 sequencing technology. Sequencing data are deposited in GEO with accession GSE85975.

### Bioinformatic analysis

TAIR10 gene and TE models were obtained from The Arabidopsis Information Resource (www.arabidopsis.org). Bisulfite converted sequencing reads were mapped to reference genomes (Release 10) using the Bowtie2 alignment algorithm allowing one mismatch and only uniquely mapped reads were used for further analysis [55]. DMRs were defined by comparing the methylation level of 100-bp windows throughout the genome between two genotypes using the methylkit pipeline [56]. Bisulfite-Seq Analysis DMRs were defined by tiling the genome into 100-bp bins and comparing the number of called Cs and Ts in mutant and WT. Bins with absolute methylation difference of 0.4, 0.2, 0.2 for CG, CHG, CHH, respectively, and Benjamini–Hochberg corrected false discovery rate < 0.01 (Fisher’s exact test) were selected. To avoid 100-bp bins with few cytosines, we selected bins with at least four cytosines that are each covered by at least ten reads and maximum 100 reads in each sample. Only regions called significant in all three comparisons were defined as DMRs. Finally, because loss and gain of methylation occurred in clusters, DMRs within 100 bp of each other were merged by allowing a gap of one window.

For the siRNA comparison with DMRs, 21–22-nt and 24-nt reads were selected before mapping against the reference genomes (Release 10) using the Bowtie alignment algorithm allowing one mismatch. Then, reads were assigned to the DMRs using bedtools [58], a normalization step was done by dividing the number of reads covering the DMRs with the total number of library sRNAs that was mapping against the reference genome.

### Comparative analysis

Visualization of DNA methylation was carried out using IGV software (Broad institute). DMR comparison was illustrated using SignalMap genome viewer (Roche). Venn diagrams were generated using BioVenn web application ([57] http://www.cmbi.ru.nl/cdd/biovenn/) and statistical significance tests applied (http://nemates.org/MA/progs/overlap_stats.html). Expression analysis was carried out using Genevestigator software (Nebion) and publicly available data [58]. For tissue-specific expression visualization, we made use of the online EFP-browser (www.bar.utoronto.ca/efp/cgi-bin/efpWeb.cgi), based on published expression data [59, 60]. Global DNA methylation was compared to published data on WGBS of﻿ wild type leaf tissue [61].

### Meta-TE analysis

TAIR10 annotated TEs were grouped into three categories based on their length. For each category, TE ends were aligned and average methylation levels were plotted within 10-nt intervals. The intervals cover the inside of the TEs starting from the boarders toward the middle and 4 kb away from the TEs. To ensure common and non-overlapping intervals between annotation units belonging to the same category, the distance covered by intervals inside each unit was fixed and selected such as the shortest unit could be fully covered. For relative distributions over TEs of 100% methylated CHH and CHH hypermethylated DMRs identified between mature and early embryos, relative positions of the 100% methylated CHH and midpoints of CHH hypermethylated DMRs were computed over corresponding TEs and the sum of occurrences per relative position was plotted.

### Heat-map visualization

Heat maps show the methylation level within DMRs (rows) across all developmental stages (columns). Methylation levels within a DMR were defined as the average methylation levels of all covered cytosines that overlap the DMR. Cytosines with no coverage in any developmental stage were discarded from the analysis. DMRs covered in all developmental stages (32 DMRs discarded out of 27,560 CHH DMRs) were selected and average methylation levels for each context within CHH-DMR were computed and shown as a heat map where rows were sorted by complete linkage hierarchical clustering with Manhattan distance as a distance measure using the CG-methylation level.

#### Oligosequences

**Table:** 

Genotyping primer	Annotation	Sequence
FIE042-LP	AT3G20740	ATGTTTCACTGAGGCCATTTG
FIE042-RP	AT3G20740	ACAGGATCTCGTTGTCCACAC
SALK-LB3.1	SALK T-DNA	ATTTTGCCGATTTCGGAAC
TG9_LP	AT3G48750	TCAAACAAGTTTGGTTTTGGC
TG9_RP	AT3G48750	TTCCTTGTTCATATGTTCCCG

## Additional files

Additional file 1: Table S1. Global data analysis of bisulfite converted whole genome sequencing data. Mapping quality, deduplication and conversion rate are indicated as well as cytosines detected as methylated or unmethylated for each context. (XLSX 10 kb)

Additional file 2: Figures S1 - S13. **Figure S1.** Global methylome evaluation during four developmental stages in the WT and two developmental stages in the *fie*. **Figure S2.** Global DNA methylation ratios between developmental stages over chromosomes 2–5 using 100-kb windows. **Figure S3.** Genome-wide correlation between methylated windows as density plots along the entire genome. **Figure S4.** Characterization of DMRs. Number and distribution of annotations affected by DMRs for each context during developmental progression. **Figure S5.** Analysis of CG DMRs. **Figure S6.** Quantitative characterization of CHH-DMRs and CHG-DMRs. **Figure S7.** Global comparison of MRs for different stages and genotypes. Number of MRs at different developmental stages for each context and its distribution over annotation units. **Figure S8.** Characterization of CHH DMRs. TE-sizes dependent meta-TE plots for CHH methylation at different developmental stages. **Figure S9.** Characterization of CHH sites reaching full methylation. **Figure S10.** TE families affected by differential CHH methylation. Distribution of TE families showing CHH hypermethylation in mature embryos and *fie*seedlings as well as CMT2- and DRM1/2-dependent CHH methylated TE families. **Figure S11.** Expression patterns of genes involved in RdDM during development. Schematic heat-map representation of relative abundance of transcripts in different compartments during seed development and seedlings. **Figure S12.** Global analysis of DNA methylation in *fie*vs. WT. Level and length of methylated regions in *fie* compared to WT mature embryos and 4-day old seedlings as well as their overlap with annotations showing H3K27me3 in WT seedlings. ** Figure S13.** Model describing DNA methylation dynamics during embryogenesis. Schematic model summarizing our results and suggesting establishment of CHH methylation by distinct pathways during embryogenesis, later on maintained in the meristems after germination. (PDF 1352 kb)

Additional file 3: Table S2. DMRs detected between early and mature embryos. DNA hyper- and hypomethylated regions in the comparison between WT early embryos (raw data taken from reference [11]) and mature embryos for genes and TEs and each context are given, indicating Start and Stop of the region and its association with an annotation unit (TAIR10). (XLSX 2442 kb)

Additional file 4: Table S3. DMRs detected between mature embryos and four-day-old seedlings. DNA hyper- and hypomethylated regions identified in the comparison between WT mature embryos and four-day-old seedlings for genes and TEs and each context are given, indicating Start and Stop of the region and its association with an annotation unit (TAIR10). (XLSX 3838 kb)

Additional file 5: Table S4. DMRs detected between four-day-old and ten-day-old seedlings. DNA hyper- and hypomethylated regions identified in the comparison between WT four-day-old and ten-day-old seedlings for each context are given, indicating Start and Stop of the region and its association with an annotation unit (TAIR10). (XLSX 1104 kb)

Additional file 6: Table S5. DMRs detected between endosperm and four-day-old seedlings. DNA hyper- and hypomethylated regions in the comparison between WT endosperm (raw data taken from [11]) and mature embryos for genes and TEs and each context are given, indicating Start and Stop of the region and its association with an annotation unit (TAIR10). (XLSX 1562 kb)

Additional file 7: Table S6. CHH sites showing 100% methylation. Genome position, read coverage, and sequence of fully methylated CHH sites detected in early embryos (raw data taken from reference [11]), mature embryos, four-day-old, and ten-day-old seedlings as well as TEs associated with fully methylated CHH sites in early and mature embryos. (XLSX 1135 kb)

Additional file 8: Table S7. DMRs detected between *fie* and WT mature embryos. DNA hyper- and hypomethylated regions in the comparison between *fie* and WT mature embryos for genes and TEs and each context are given, indicating Start and Stop of the region and its association with an annotation unit (TAIR10). (XLSX 934 kb)

Additional file 9: Table S8. DMRs detected between *fie* and WT four-day-old seedlings. DNA hyper- and hypomethylated regions in the comparison between *fie* and WT four-day-old seedlings for genes and TEs and each context are given, indicating Start and Stop of the region and its association with an annotation unit (TAIR10). (XLSX 1167 kb)

# Supplementary material for: DNA methylation dynamics during early plant life
**Source:** Genome Biol. 2017 Sep 25;18:179. doi: 10.1186/s13059-017-1313-0
**Supplement:** Supplementary file 2 — Figure S1. Global methylome evaluation during four developmental stages in the WT and two developmental stages in the fie. Figure S2. Global DNA methylation ratios between developmental stages over chromosomes 2–5 using 100-kb windows. Figure S3. Genome-wide correlation between methylated windows as density plots along the entire genome. Figure S4. Characterization of DMRs. Number and distribution of annotations affected by DMRs for each context during developmental progression. Figure S5. Analysis of CG DMRs. Figure S6. Quantitative characterization of CHH-DMRs and CHG-DMRs. Figure S7. Global comparison of MRs for different stages and genotypes. Number of MRs at different developmental stages for each context and its distribution over annotation units. Figure S8. Characterization of CHH DMRs. TE-sizes dependent meta-TE plots for CHH methylation at different developmental stages. Figure S9. Characterization of CHH sites reaching full methylation. Figure S10. TE families affected by differential CHH methylation. Distribution of TE families showing CHH hypermethylation in mature embryos and fieseedlings as well as CMT2- and DRM1/2-dependent CHH methylated TE families. Figure S11. Expression patterns of genes involved in RdDM during development. Schematic heat-map representation of relative abundance of transcripts in different compartments during seed development and seedlings. Figure S12. Global analysis of DNA methylation in fievs. WT. Level and length of methylated regions in fie compared to WT mature embryos and 4-day old seedlings as well as their overlap with annotations showing H3K27me3 in WT seedlings. Figure S13. Model describing DNA methylation dynamics during embryogenesis. Schematic model summarizing our results and suggesting establishment of CHH methylation by distinct pathways during embryogenesis, later on maintained in the meristems after germination.

WT early embryos
Global 5mC level: 6.8%

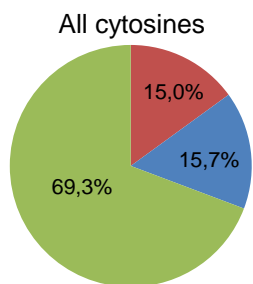

Distribution of 5mC

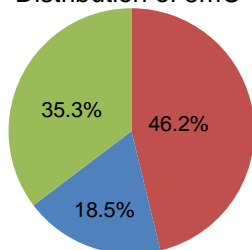

WT mature embryos
Global 5mC level: 7.6%

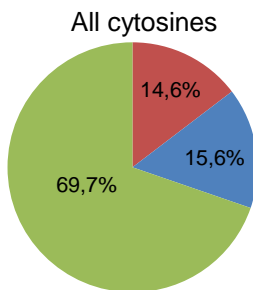

Distribution of 5mC

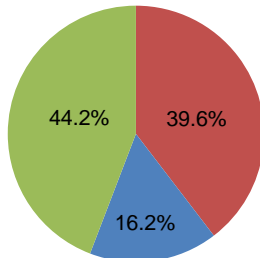

WT 4D seedlings
Global 5mC level: 4.4%

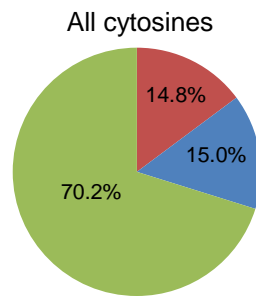

Distribution of 5mC

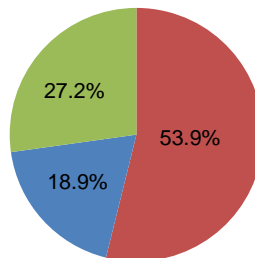

WT 10D seedlings
Global 5mC level: 5.6%

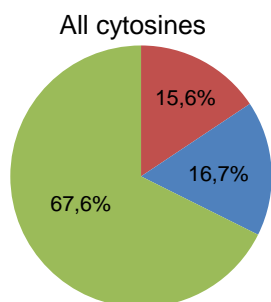

Distribution of 5mC

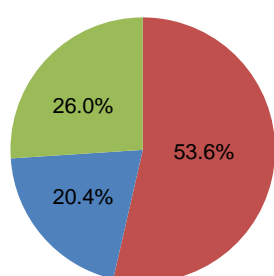

***fie* mature embryos**
Global 5mC level: 8.1%

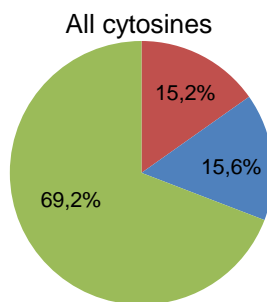

Distribution of 5mC

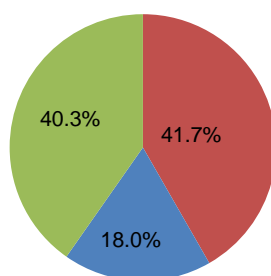

***fie* 4D seedlings**
Global 5mC level: 7.9%

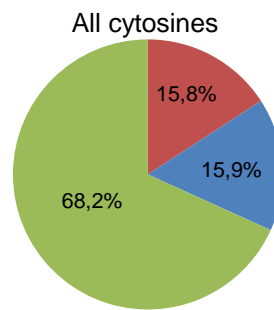

Distribution of 5mC

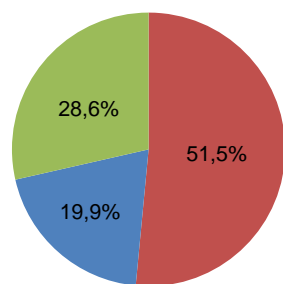

■ CG
■ CHG
■ CHH

Figure S1. Global methylome evaluation during 4 developmental stages in wild-type and 2 developmental stages in the *fie* mutant

For all samples used in this study the entire cytosine- and methylated cytosine reads in their respective context are shown (Col-0 wild type early embryo [11], mature embryo, 4- and 10-day-old seedling as well as *fie* mature embryo and 4-day-old seedling).

DNA methylation ratios in pairwise comparison between developmental stages

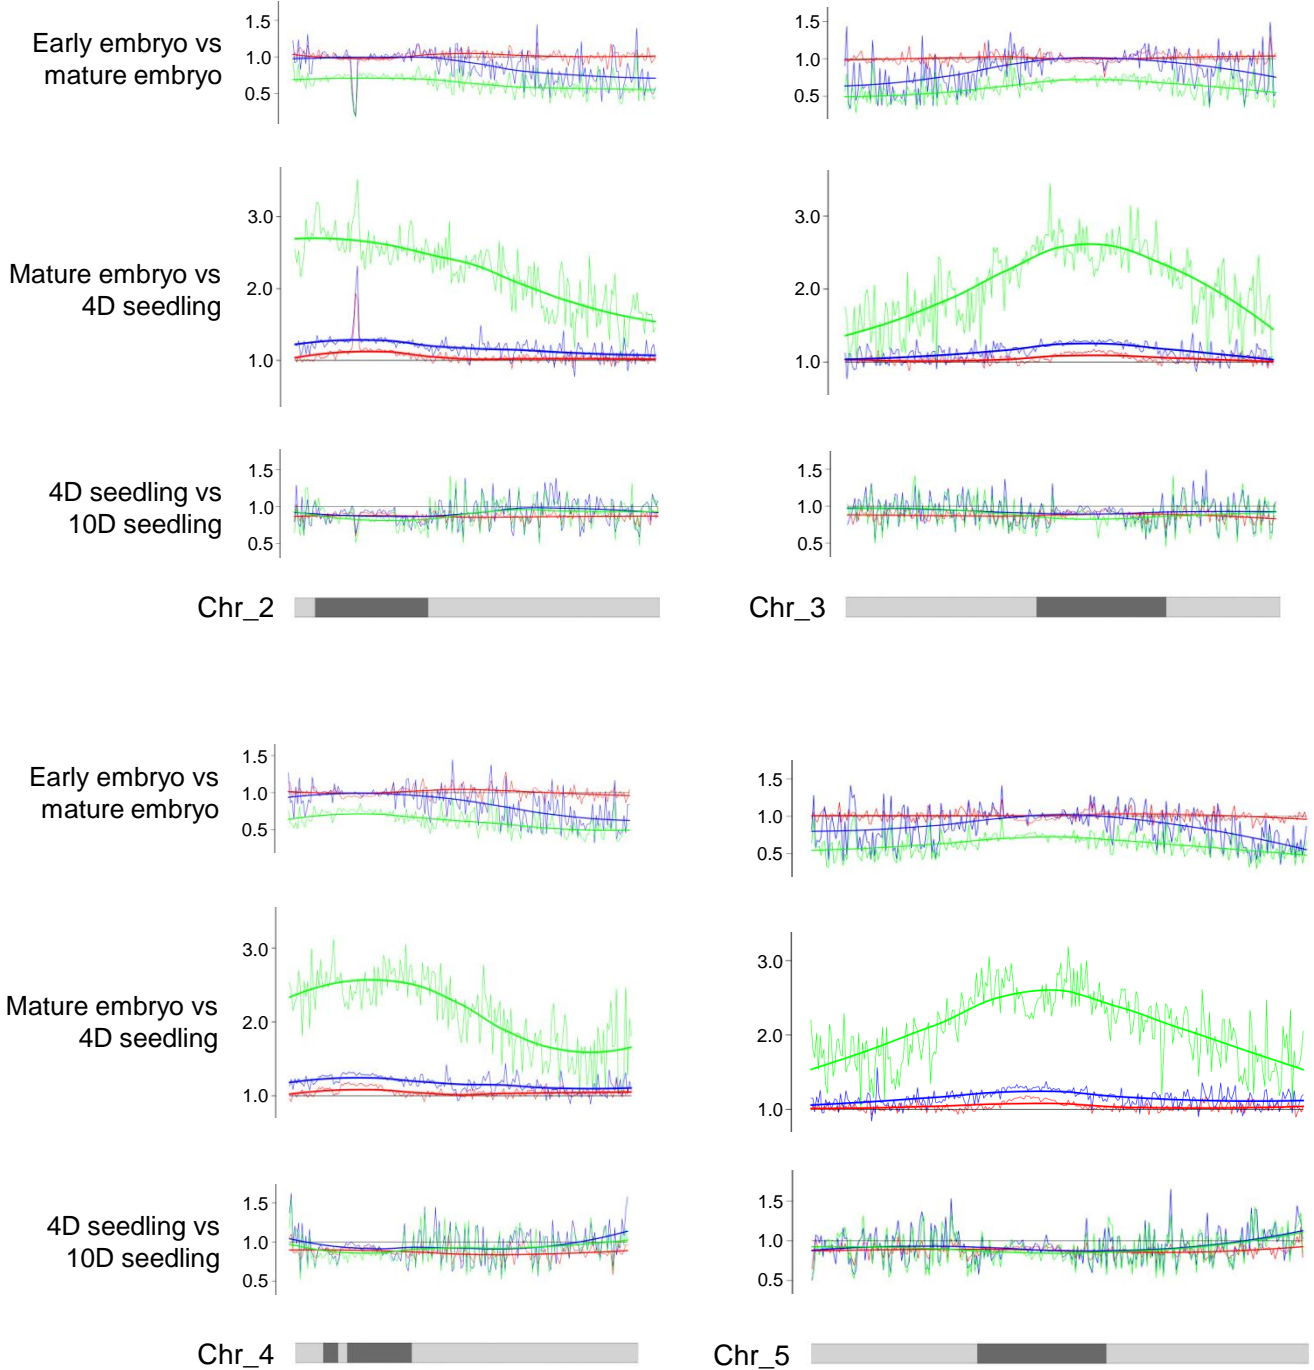

Figure S2. Global DNA methylation differences during developmental progression

Methylation ratios of 100 kb windows for CG (red), CHG (blue) and CHH (green), represented as linear regression curve over chromosomes 2-5 as described in Figure 1C-E for chromosome 1.

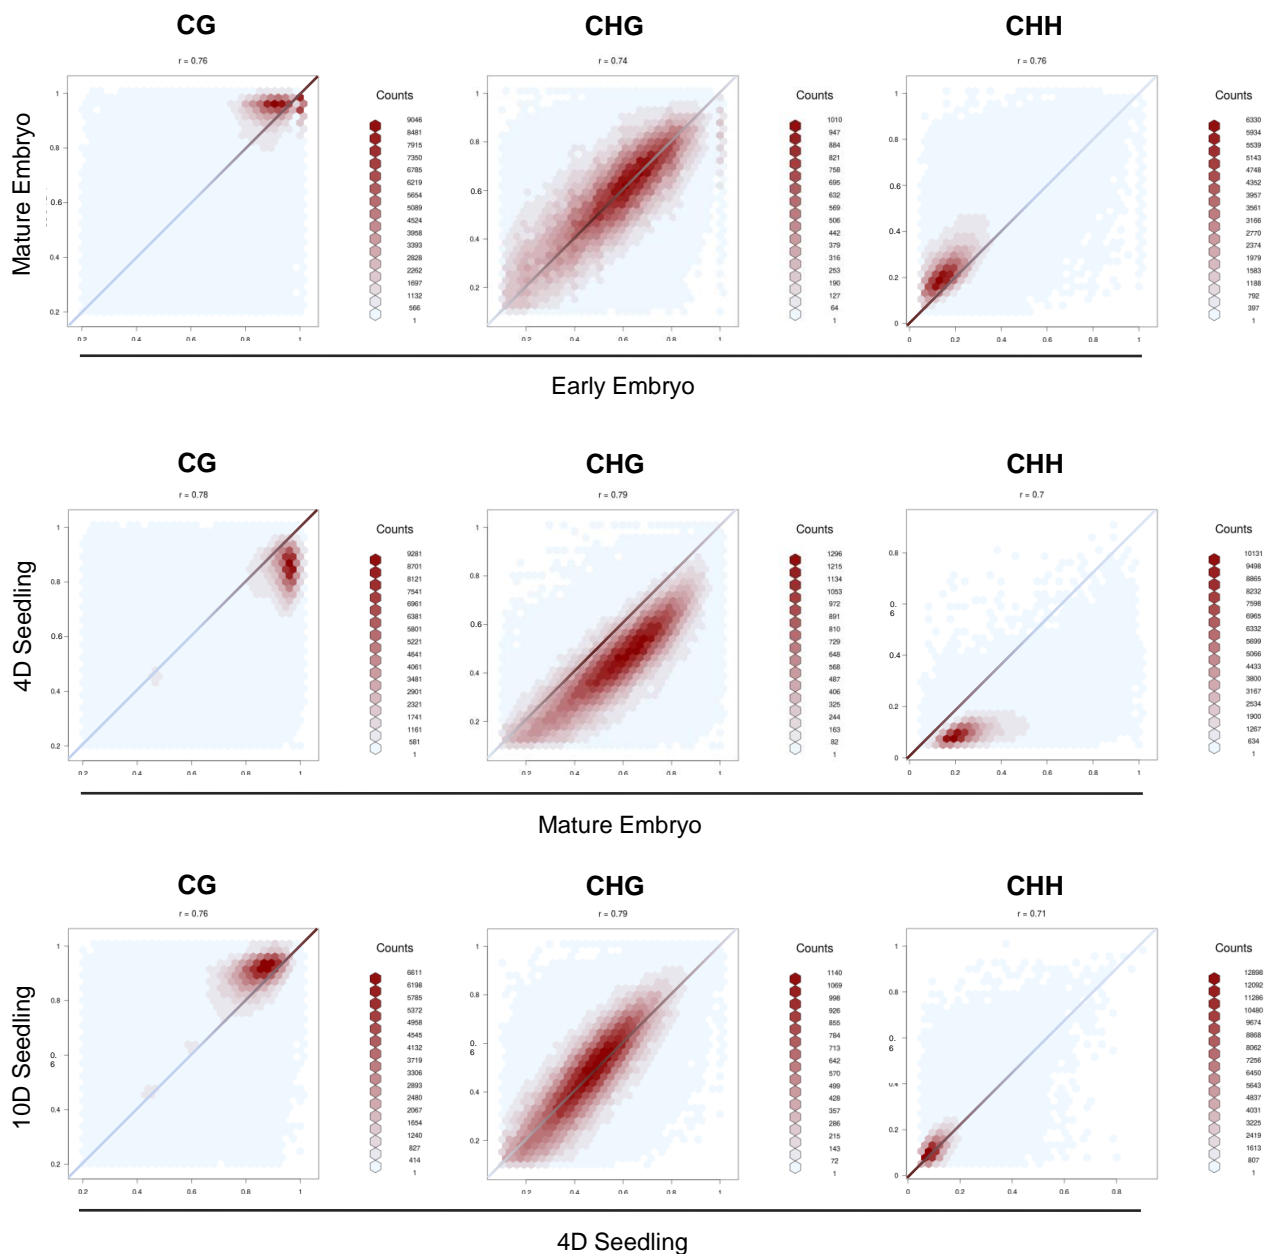

Figure S3. Genome-wide correlation between methylated windows

Density plots correlating DNA methylation levels for each context along the entire genome over 100nt windows. Only values with a coverage between 10 and 100 reads and a minimum percentage of 20%, 10% and 5% methylation for CG, CHG and CHH, respectively, are taken into account.

A

Distribution of DMRs mature embryo vs. 4-day-old seedling

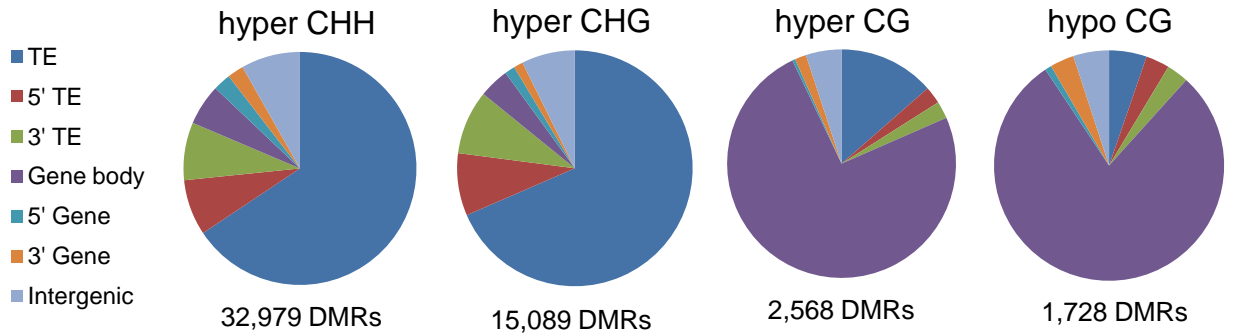

B

Distribution of DMRs 4-day-old vs. 10-day-old seedling

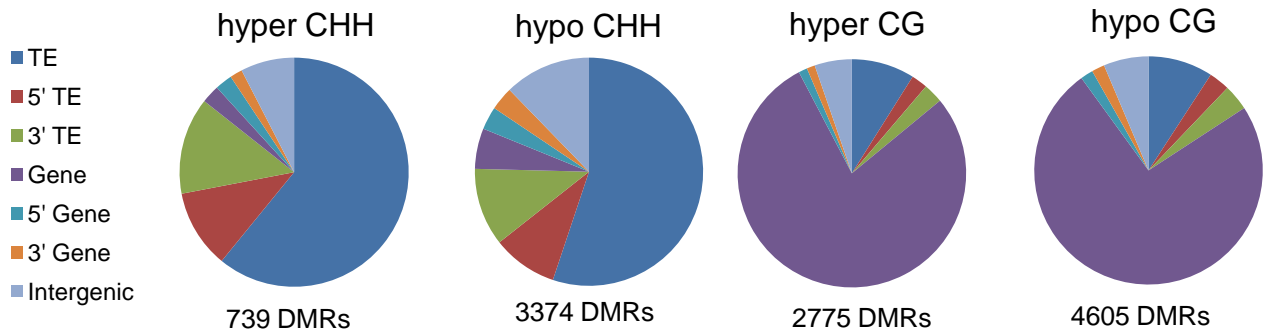

Figure S4. Characterization of DMRs

(A) Number and distribution of DMRs detected between mature embryos and 4-day-old seedlings with respect to the underlying annotation or intergenic region for CHH hypermethylation DMRs, CHG hypermethylation DMRs and CG hyper- and hypomethylation DMRs. CHH and CHG hypomethylation DMRs are almost absent in this comparison and not shown.

(B) Number and distribution of DMRs detected between 4- and 10-day-old seedlings with respect to the underlying annotation or intergenic region for CHH and CG hyper- and hypomethylation DMRs (CHG DMRs are very limited in number and not shown here).

A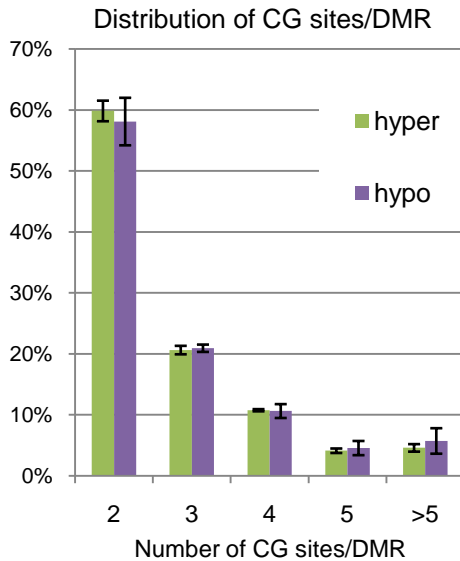**B**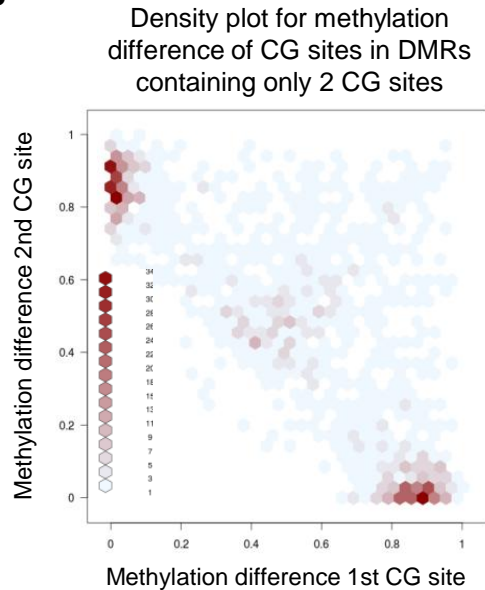

Figure S5. Analysis of CG DMRs

(A) Distribution of CG sites within hypermethylated and hypomethylated CG-DMRs, for the four comparisons (early vs. mature embryo, mature embryo vs. 4-day-old seedling, 4-day- vs. 10-day-old seedling).

(B) Density plot of the methylation differences for the two CG sites of CG-DMRs that contain only two such sites. In most of the cases, only one of the two CG sites is differentially methylated.

Figure S6. Quantitative characterization of CHH- and CHG- DMRs (next side)

(A) DMR size distribution of CHH- (green) and CHG- (blue) DMRs.

(B) Distribution of methylation level differences at CHH- (green) and CHG- (blue) DMRs.

(C) Overlap of hypermethylated CHH-DMRs detected between early and mature embryo with hypomethylated CHH-DMRs detected between mature embryo and 4-day-old (4D) or 10-day-old (10D) seedling.

(D) Overlap of CHG-DMRs detected at any of the four developmental stages and hypermethylated CHG-DMRs detected between mature embryo and 4-day-old seedlings as well as hyper- and hypomethylated CHG-DMRs detected between early and mature embryo.

(E) Screen shot showing size and level of CHH-DMRs identified in different comparisons (wild type mature embryos vs. 4-day-old seedlings; wild type vs. *fie* mature embryos; wild type vs. *fie* 4-day-old seedlings). Overlap of CHH-DMRs between comparisons is shown as light green vertical bars. For each comparison, hypermethylation is shown as upward bars, hypomethylation as downward bars. Gene models are represented in blue, TEs in orange and sRNA abundance in red (24nt) or green (21-22nt).

A

DMR size distribution (nt)

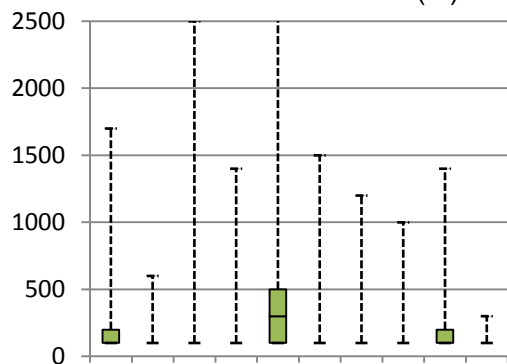**B**

DMR methylation level distribution

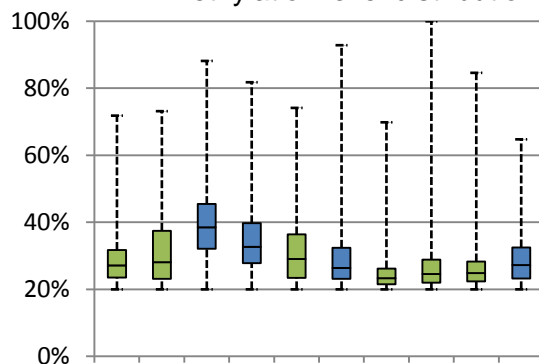

hypo CHH-DMRs early vs mature embryo
 hyper CHH-DMRs early vs mature embryo
 hypo CHG-DMRs early vs mature embryo
 hyper CHG-DMRs early vs mature embryo
 hypo CHH-DMRs mature embryo vs 4D seedling
 hyper CHH-DMRs mature embryo vs 4D seedling
 hypo CHH-DMRs WT vs fie mature embryo
 hyper CHH-DMRs WT vs fie mature embryo
 hypo CHG-DMRs WT vs fie 4D seedling
 hyper CHG-DMRs WT vs fie 4D seedling

hypo CHH-DMRs early vs mature embryo
 hyper CHH-DMRs early vs mature embryo
 hypo CHG-DMRs early vs mature embryo
 hyper CHG-DMRs early vs mature embryo
 hypo CHH-DMRs mature embryo vs 4D seedling
 hyper CHH-DMRs mature embryo vs 4D seedling
 hypo CHH-DMRs WT vs fie mature embryo
 hyper CHH-DMRs WT vs fie mature embryo
 hypo CHG-DMRs WT vs fie 4D seedling
 hyper CHG-DMRs WT vs fie 4D seedling

C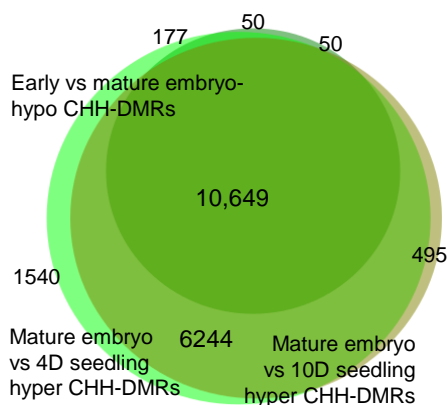**D**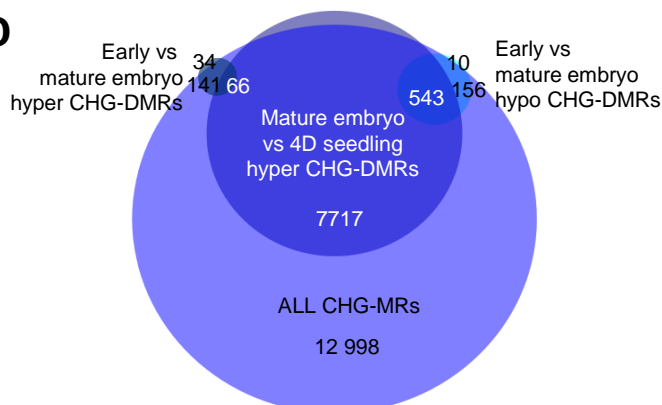**E**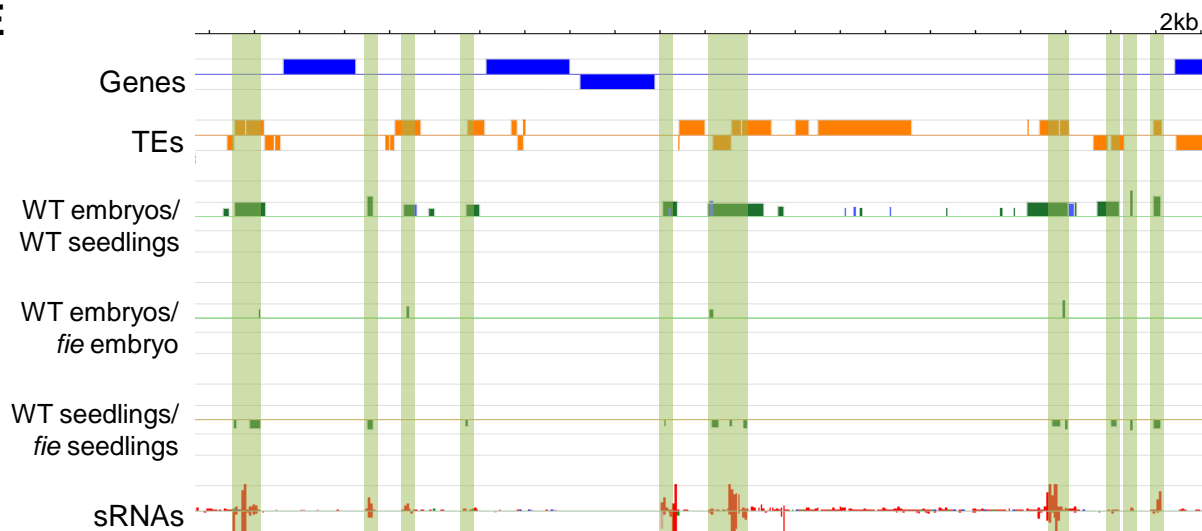

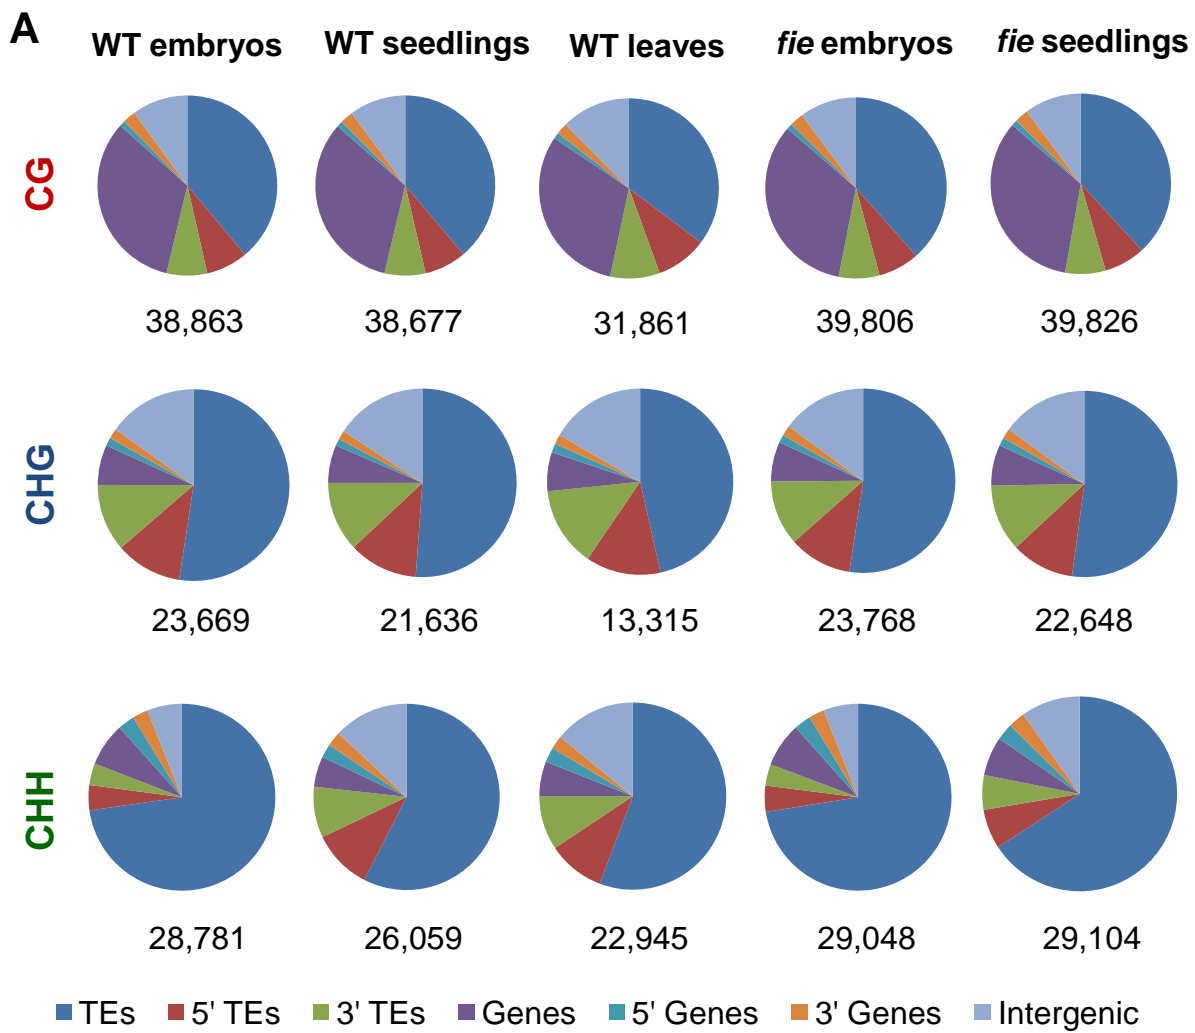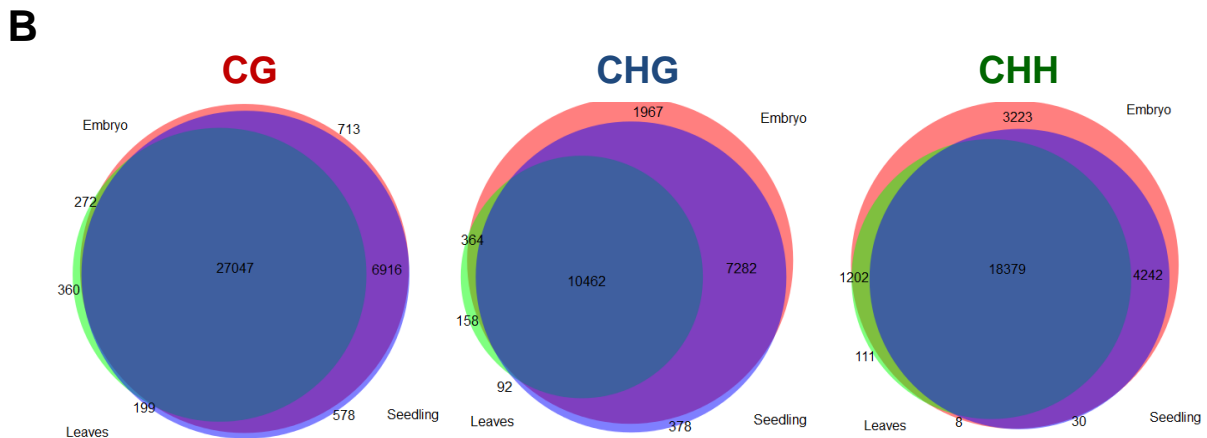

Figure S7. Global comparison of MRs for different stages and genotypes

(A) Distribution of MRs for CG, CHG and CHH context with respect to annotated domains (Genes or TEs and their 5' and 3' regions) or intergenic regions for 4 samples generated in this study (mature embryos and 4-day-old seedling for wild type [WT] and *fie* and from leave material (WT leaves) published previously [61].

(B) Overlap of MR-associated annotations between mature embryos (Embryo), 4-day-old seedlings (Seedling) and leaves from mature plants (Leaves; from reference [61]).

A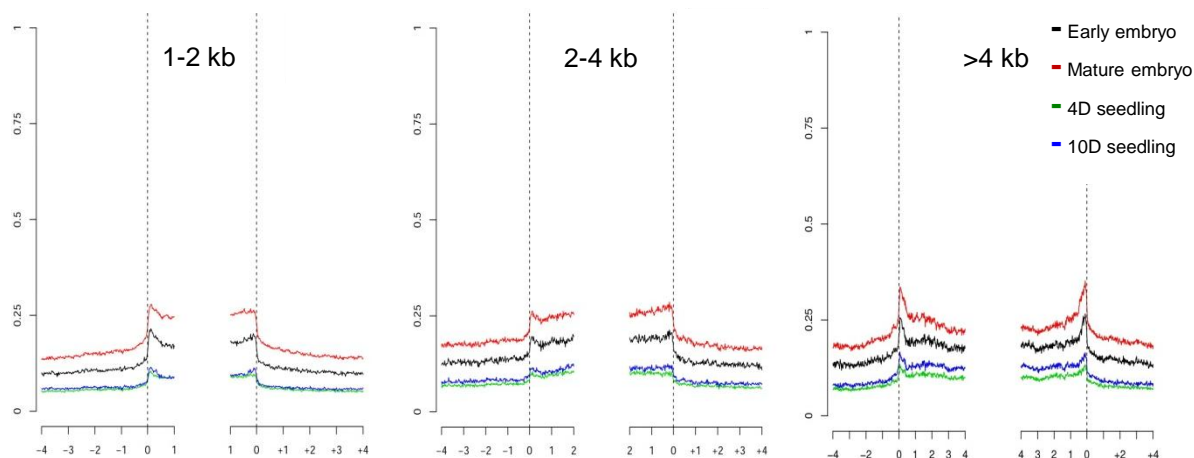**B**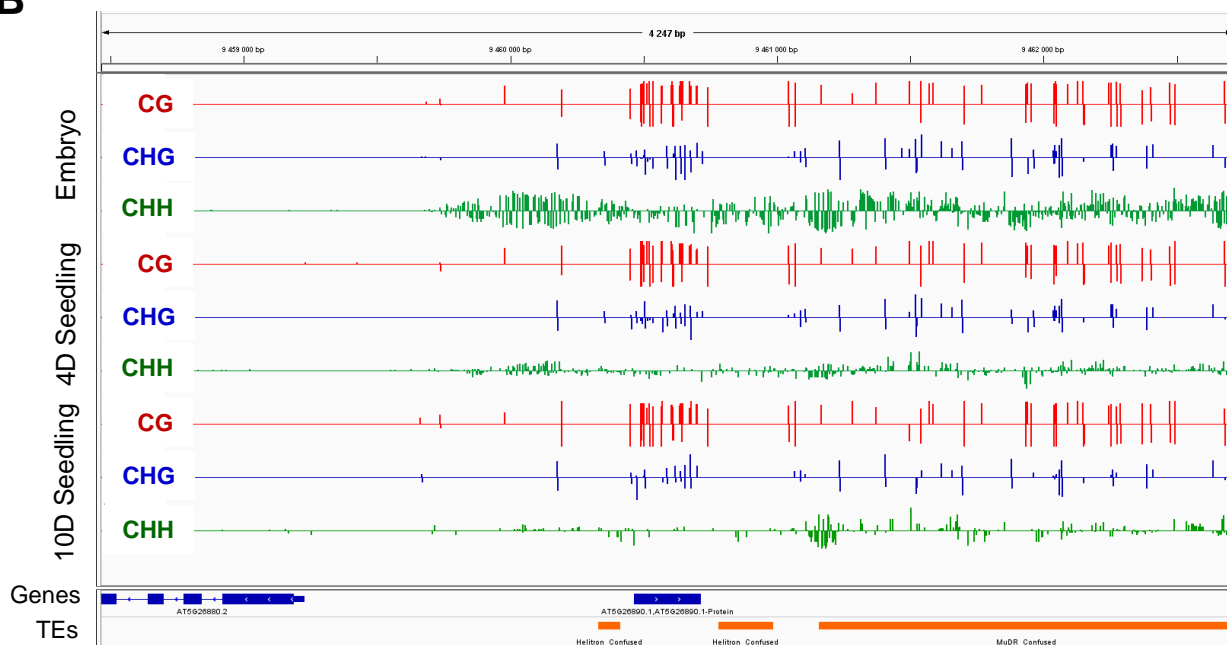

Figure S8. Characterization of CHH DMRs

(A) Meta-TE representation for TEs showing CHH DMRs with absolute CHH methylation values with 4kb up- and downstream of the annotation unit for all 4 developmental stages analyzed (early and mature embryo, 4- and 10-day-old seedling) and separated into different sequence lengths.

(B) Examples of genomic regions showing globally high CHH methylation in mature embryos (Embryo) covering entire annotated domains in comparison with 4- (4D seedling) and 10-day-old seedlings (10D seedling) where CHH methylation is globally lost after germination and maintained mainly at the flanking regions of the annotated domains. CHH in green, CHG in blue, CG in red; genes in blue, TEs in orange. Methylated gene AT5G26890 is a hypothetical gene/codes for an unknown protein.

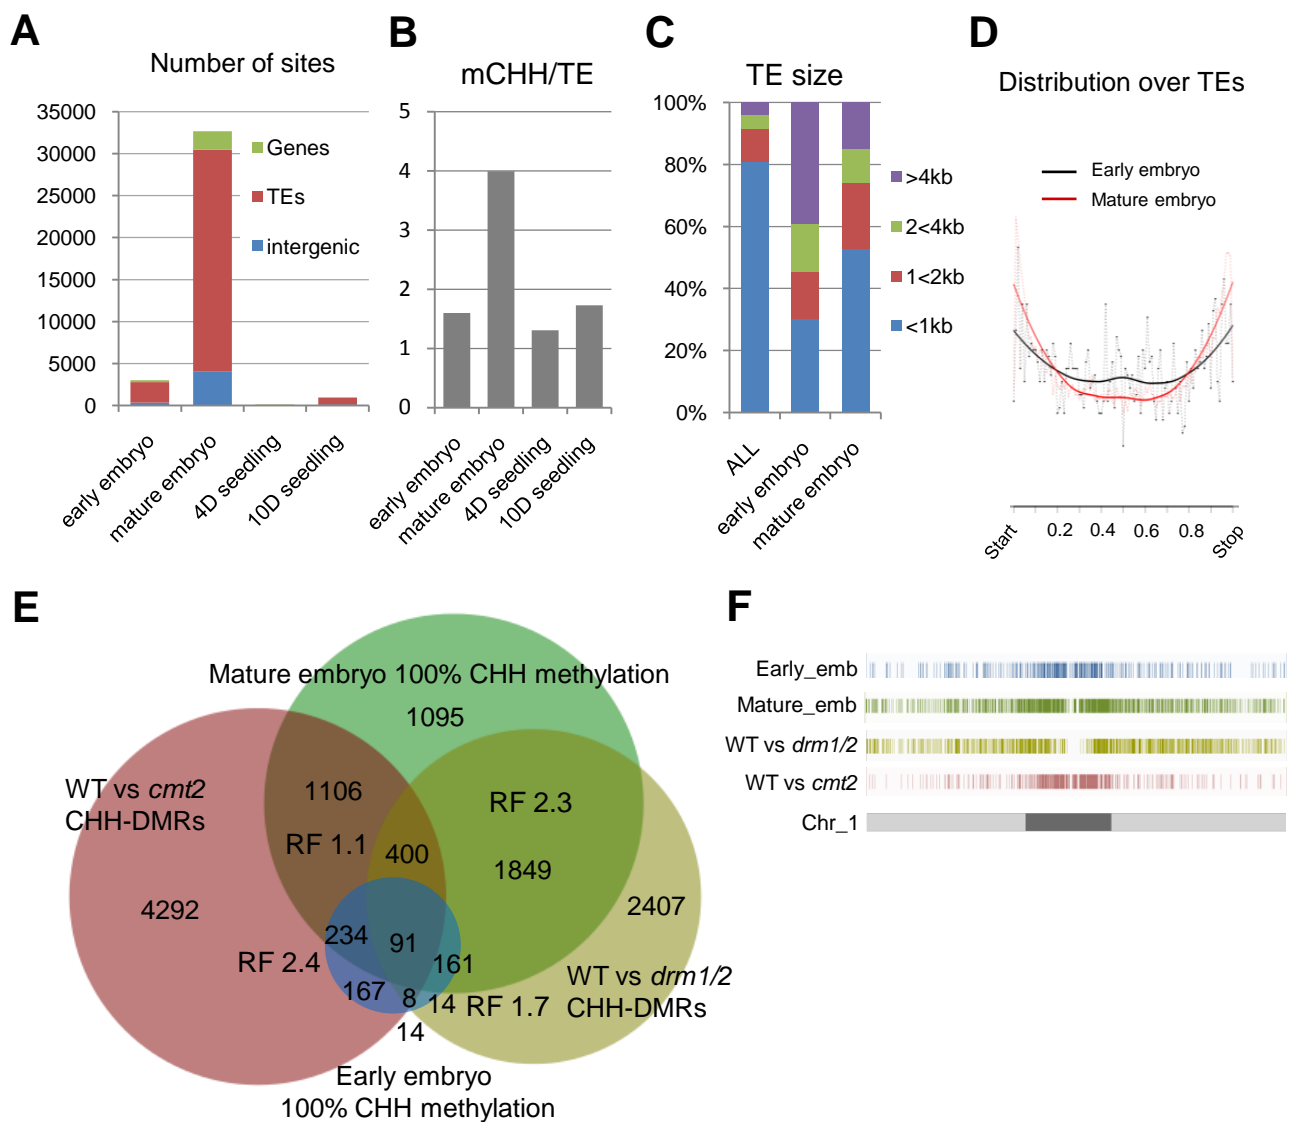

Figure S9. Characterization of CHH sites reaching full methylation

(A) Distribution and number of saturating methylation of CHH sites in early development over genes, TEs and intergenic regions of early and mature embryos as well as 4- and 10-day-old seedlings.

(B) Fully methylated CHH sites per TE at different stages.

(C) Size of TEs affected by saturating CHH methylation in early and mature embryos compared to size distribution of all TEs.

(D) Meta-TE analysis showing the relative distribution of 100% methylated CHH sites along the affected TE annotation for early (red line) and mature (black line) embryos.

(E) Venn diagram showing the overlap of 100% methylated CHH sites in early and mature embryos with DRM1/2- and CMT2-dependent CHH methylation [26]. RF=representation factor; RF>1 = overlap higher than random, RF<1 = overlap lower than random, with p-value <1.0xe⁻³⁰.

(F) Distribution of CHH sites showing 100% methylation along chromosome 1 for early and mature embryos, respectively as well as CMT2 and DRM1/2-dependent CHH methylation. Pericentromeric region is shown as dark grey.

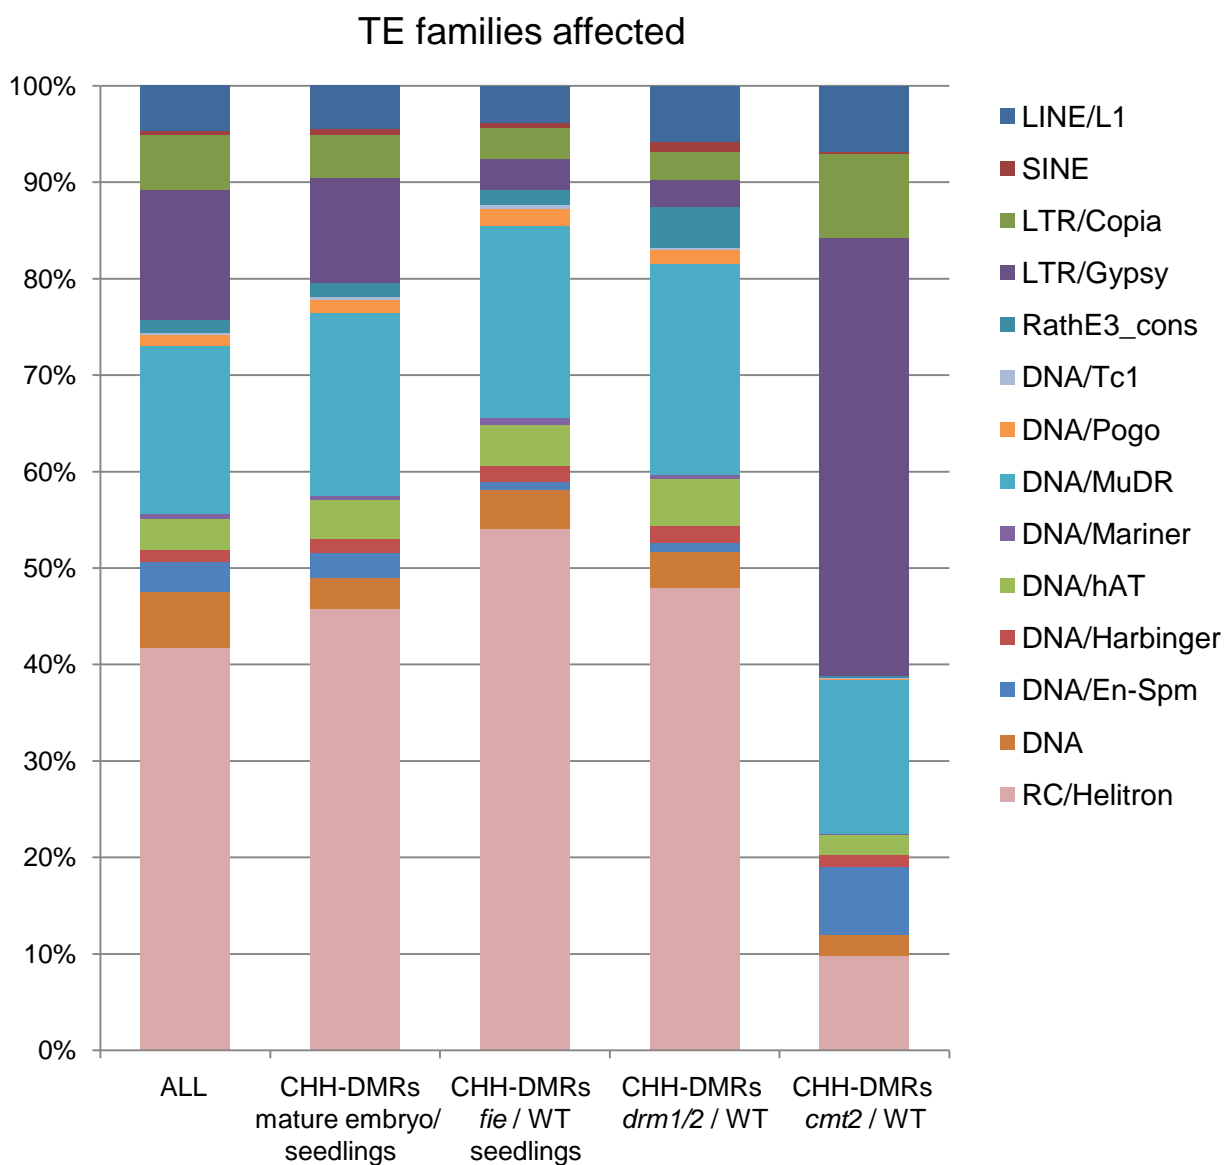

Figure S10. TE families affected by differential CHH methylation

Representation of the relative distribution of TE families within the genome (ALL) and those showing differential CHH methylation in the comparison of mature embryos and 4-day-old seedlings, *fie* vs wild type 4-day-old seedlings, *cmt2* vs. wild type (CMT2) and *drm1/2* vs. wild type (DRM1/2).

DCL3**AGO4****RDR2**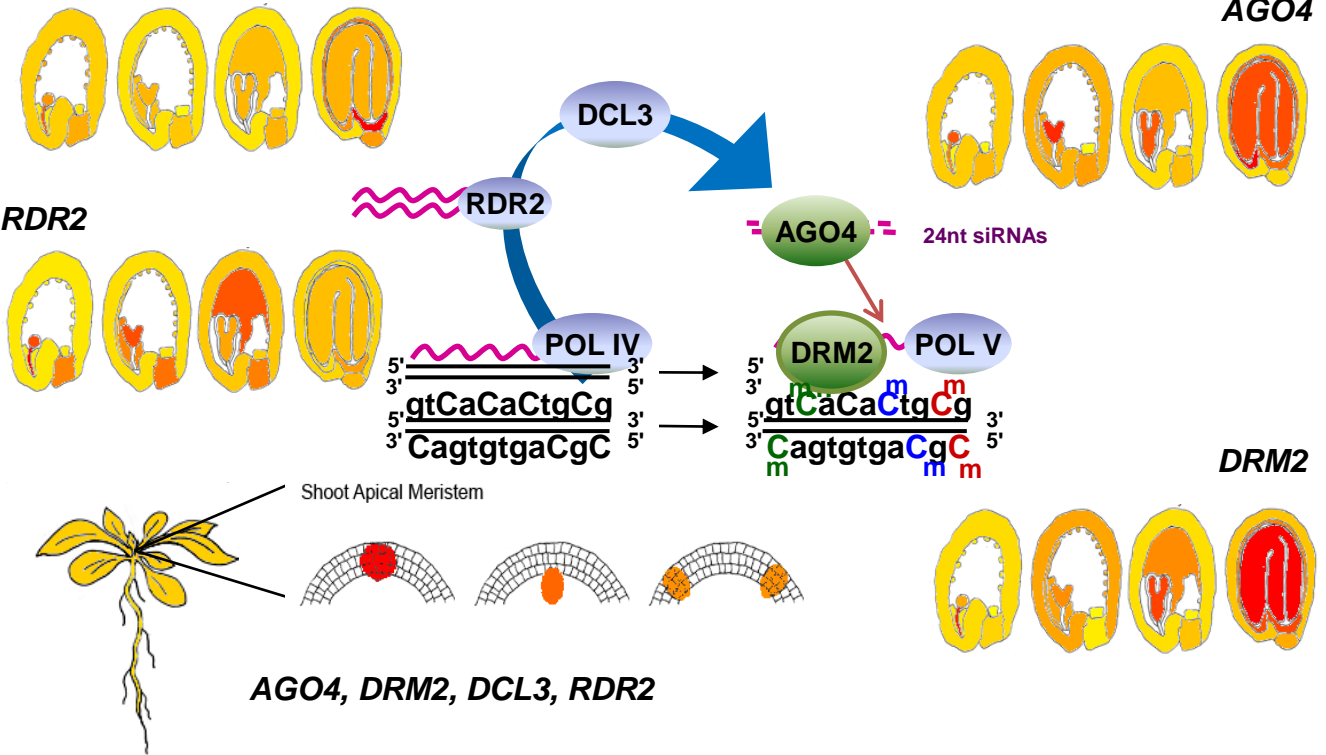**Figure S11. Expression patterns of genes involved in RdDM during development**

Simplified model representing the members of the canonical RdDM pathway that relies on the production of PolIV-derived non-coding transcripts that give rise to double stranded RNA by RDR2, which are processed into 24nt siRNAs by DCL3. These siRNAs are incorporated into AGO4, which guides DRM2 to methylate the siRNA-matching target loci. Components encircled in green represent genes ectopically expressed in *fie* [30]. Four stages of seed development with tissue-specific expression patterns are shown [28], together with a schematic representation of the RdDM members with low global expression level in the vegetative tissue but elevated levels in the meristem [59]. Graphical tissue-specific representation was generated using the Arabidopsis eFP-browser with absolute expression values and their relative distribution between different tissues as setting (<http://www.bar.utoronto.ca/efp>).

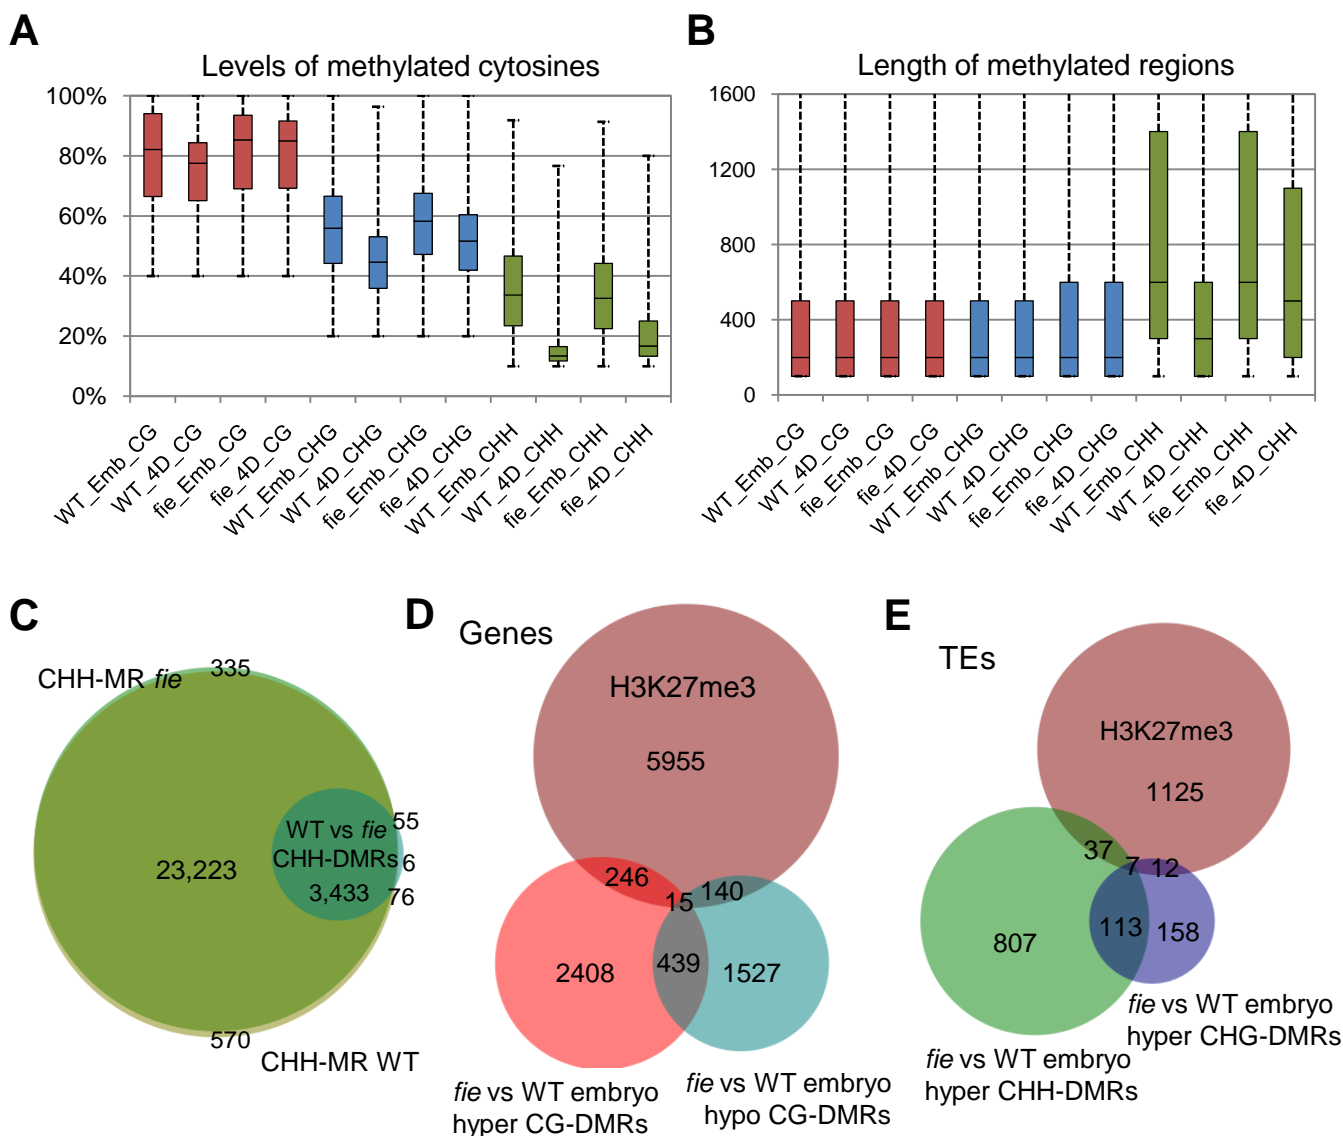

Figure S12. Global analysis of DNA methylation in *fie* vs. wild type

(A)-(B) Box plot representing the distribution of DNA methylation levels (A) and length of MRs (B) of mature embryos and 4-day-old seedlings in wild type and *fie*, respectively for each context.

(C) Venn diagram representing the overlap of annotations showing CHH-MRs in wild type and *fie* mature embryo as well as CHH DMRs (hyper and hypo) between *fie* and wild type mature embryos.

(D) Venn diagram showing the overlap of genes with elevated (CG hyper DMRs *fie* vs WT embryo) or reduced (CG hypo DMRs *fie* vs WT embryo) CG methylation in *fie* compared to wild type mature embryos with H3K27me3-marked loci in seedlings [30].

(E) Venn diagram showing overlap of TEs marked by H3K27me3 [30] and TEs gaining CHH or CHG methylation in *fie* vs. wild type mature embryos. RF=representation factor; RF>1 = overlap higher than random, RF<1 = overlap lower than random, with p-value <1.0xe⁻³⁰.

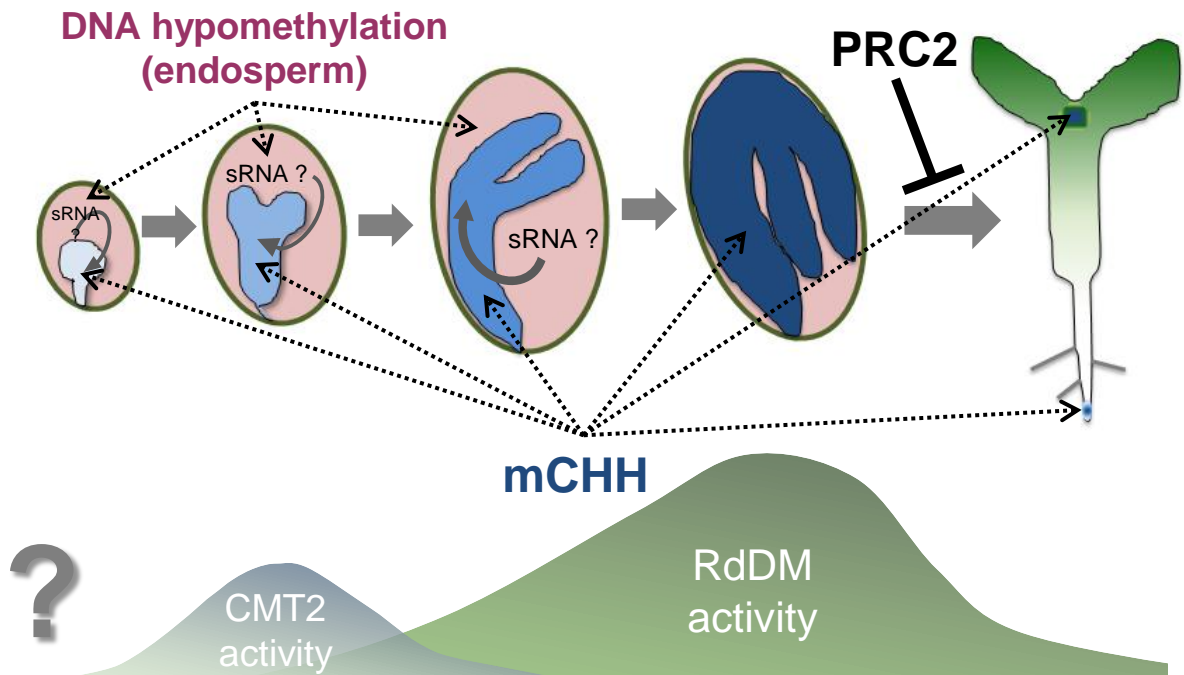

Figure S13. Model describing DNA methylation dynamics during embryogenesis

Based on previous results from other groups [8, 11] and our own observations, we propose a model of gradual re-establishment of DNA methylation patterns. CHH methylation (represented by blue coloration) continues to increase during embryogenesis and shows two waves of establishment, an early one that is CMT2-dependent and RdDM peaking late at embryo maturation. Because CHH methylation can mount up to 100% for thousands of TEs, we assume that all cells are responsive to RdDM in the embryo. This suggests a model in which epigenetic reprogramming is a global process in the embryo that derives from DNA demethylation of the endosperm. Both processes seem to be spatiotemporally uncoupled with CG/CHG hypomethylation in the endosperm preceding the gain in CHH methylation during embryogenesis. This suggests intermediate steps, for instance the production and mobilization of siRNAs from the endosperm to the embryo. After germination, a phase transition controlled by PRC2, RdDM is mainly maintained in the shoot and root meristems.

How the deposited data were processed for this re-analysis (not part of the article)

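Small RNA of WT ten-day-old Arabidopsis seedlings was measured in 1 library. The bisulfite libraries of the series were not analysed here. The deposited signal is a normalized density of small RNA reads of 15 to 30 nt per 100-nt window and strand, in which the authors wrote the minus strand with a negative sign and gave each window and strand 1 of 4 length classes. The submitters' processing notes name TAIR10, Bowtie and Bowtie2, without versions. The paper's methods describe, for the comparison of siRNAs with DMRs, reads of selected lengths mapped with Bowtie allowing 1 mismatch and divided by the library's mapped small RNAs. How the deposited density was scaled and how reads with several places were handled are not given in the sources used here. The length class belongs to a window and strand as a whole, so a share of signal in class 24 is not the share of 24-nt reads.

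From these values the 2 strands were summed as absolute values with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9. The last window with signal held the end of each of the 5 chromosomes of the TAIR10.1 reference, and all 315 genes of Table S8 found by locus in its annotation overlapped the place given there (323 were listed; 113 had the identical start and end). A count of reads was recovered as the value divided by the step of 1 read, and intervals are exact Poisson for reads and exact binomial (Clopper-Pearson) for shares, at 95%. Regions came from Tables S6 and S8 of the paper, each distinct region counted 1 time, and sites were taken as the 100-nt windows that hold them. A region was called high where its mean density was above the 95th percentile of the windows of its chromosome. For complete lists, the share was set beside 10000 random lists of as many windows, drawn with replacement from the same chromosome and 1-Mb bin; this describes the library and tests no condition. The sheets for CHH-hyper DMRs (1757 of 12300 rows) and mature embryo sites (1999 of 28306 rows) were held in part and are only described. Tests of technical explanations were at first run on the CHH-hyper DMRs held, were set aside because the sheet is held in part, and were then made on the complete list of CHG-hyper DMRs, after its values had been seen; of those set aside, the share in single-copy windows is still given, as an alternative, and so is the share of signal in class 24. The random-list comparison was tested on simulated data made by shuffling the signal within bins for lists of 1349 windows, the number of CHG-hyper DMRs. None of 20 lists with no effect fell in the top 2.5% of 1000 random lists, and 5 of 5 did at each multiplication of the signal by 2, 4 and 8. The shuffle removes runs of adjacent high windows, and the simulated lists were single windows drawn from the whole genome. The simulation therefore does not show how the comparison behaves on the real lists.

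Named genes followed a rule set before the data were examined: genes the paper names with RdDM, CMT2, PRC2 or the panels showing this library, lists of TAS loci, RdDM target genes, genes with phased siRNAs or miRNA control, PPR genes with siRNAs, housekeeping genes and small RNA pathway genes, the 10 loci with the highest windows, and the DMRs and TEs with the highest density. Alternatives set at that time were the highest window of a region, a 99th percentile, windows with signal only, windows without miRNA, tRNA, rRNA, snoRNA or snRNA genes (2778 windows left out), single chromosomes, random lists from the whole chromosome, DMRs assigned to TEs, the stronger strand, TE edges of 300 nt, TEs of at least 2000 nt and windows of 500 nt. Alternatives added after the data were seen were signal of class 24 only, windows in which every 24-mer occurs once in the genome (71.2% of windows), and the weaker end of a TE. The depth of the library is known only through the step of 1 read, and a window with no read allows a density of up to 0.378 (3 reads).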

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

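The tests on CHG-hyper DMRs and on the scale of the values were chosen only after the result was seen; the tests on early embryo sites were written before, except the ratio in windows without sites covered by 10 to 12 reads. The tests on CHG-hyper DMRs had first been run on the CHH-hyper DMRs and were moved because the sheet of the latter is held in part.

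Small RNA signal was also seen over regions and genes for which the paper does not report it. Of the 1349 CHG-hyper DMRs of fie seedlings, 28.3% (interval 25.9 to 30.8) were above the 95th percentile of their chromosome, against a mean of 9.89% and a highest value of 12.9% in random lists. Of the 198 CG-hyper DMRs, 15.7% were above it (random lists 5.67% on average, 11.6% at most). Of the windows with CHH sites at 100% methylation, 59.3% of 769 in ten-day-old seedlings, 59.3% of 86 in four-day-old seedlings and 34.6% of 1166 in early embryos were above it, against means of 6.68%, 6.70% and 8.18% in random lists. For each of these 5 lists, 0 of the 10000 random lists had as high a share. The random windows were matched for place along the chromosomes only, not for TE content, methylation or copies in the genome. The comparison therefore cannot tell whether a list differs from other methylated windows or TEs. The highest window of the genome lies in MIR158a with a density of 509740, followed by the tRNA gene AT1G52350 with 393814. TAS1C had a mean density of 15583 and TAS2 of 7806.

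The density over CHG-hyper DMRs was weighed against technical explanations. Among the 441 DMRs whose 24-mers all occur once in the genome, 81.2% (interval 77.2 to 84.7) were above the 95th percentile of such windows. That argues against exact 24-nt repeats counted at every copy as the whole cause. The threshold is low (2.27 to 5.42 by chromosome) and the median density of these DMRs was 14.2. Reads under 24 nt or placed with a mismatch can still count at several places there, so such reads are not excluded. For example, the highest windows of MIR167a and MIR167b hold only 24-mers that occur once, yet had near-equal densities of 214891 and 214235. Of the 382 high DMRs, 0.262% overlapped a miRNA, tRNA, rRNA, snoRNA or snRNA gene of the annotation used, which argues against such RNAs as the whole cause; the annotation holds only 4 rRNA genes, and the count takes in the highest DMR, at the rRNA gene AT2G01010, but not those from 6101 to 6200 and from 8301 to 8400 on chromosome 2, which lie close to it and have almost no signal in class 24. In the median DMR 100% of the signal was in class 24, and with class 24 alone 30.2% of DMRs were above the threshold, which argues against other length classes as the whole cause; over all DMRs together class 24 held 72.1% of the signal, 4 of the 5 highest DMRs had almost none, and a window of class 24 can hold other lengths. No biological explanation was tested, since the library has 1 condition.

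Windows with early embryo sites had a median density of 18.6, against 103 at sites of ten-day-old seedlings, a ratio of 5.51 (bootstrap 95% interval 4.25 to 7.31); on chromosome 2 alone the medians were 16.9 and 49.4, and place along the chromosome was argued against as the whole cause, since within 109 bins of 1 Mb the median difference was 1.57 on the log2 scale (interval 1.23 to 1.84), a 2.96-fold difference that is smaller than the ratio over all windows and leaves a part open. Sites that reached 100% by chance at low coverage stay open: the ratio was 6.31 (interval 4.62 to 8.37) in windows with sites covered by 10 to 12 reads, but chance sites would lie among these, so the bound set for this test was wrong, and in the other windows it was 4.90 (interval 2.71 to 7.72), with only 1 early embryo window covered by at least 20 reads throughout. In single-copy windows the medians were 6.93 and 13.6, a ratio of 1.96 (interval 1.37 to 2.74), so repeats counted at every copy may account for part of the difference, and whether they account for all of it cannot be told apart at 138 and 358 windows. Among early embryo windows the median was 8.06 in TEs of at least 4000 nt, 23.8 in those from 1000 nt up to that length, 124 in shorter TEs (ratio of the longest to the shortest class 0.0648, interval 0.0528 to 0.0836) and 39.4 with no TE listed, but TE lengths at the sites of ten-day-old seedlings were not analysed here, so TE length is left open. Seedling small RNA says nothing on the small RNA of embryos, so a difference between stages stays open and untested.

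The scale of the deposited values was weighed against the reading that they are scaled to all mapped reads. The highest windows of MIR158a, the tRNA gene AT1G52350 and MIR167a hold 8880715 reads together, more than the 7940240 behind the scale, which argues against that reading if the step is 1 read. What the scale counts stays open, and no biological explanation applies.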

How the results depend on the processing

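The alternatives with single-copy windows, class 24 and the weaker end of a TE were chosen only after the data were seen. No paired analysis was possible because there is 1 library. By definition 5% of background windows are above the 95th percentile and 1% above the 99th. Each share below was above that value, but that of CG-hyper DMRs at the 99th rests on 5 DMRs (interval 0.825 to 5.79). With the 99th percentile as the threshold, shares were 12.5% for CHH-hyper, 3.85% for CHG-hyper and 2.53% for CG-hyper DMRs, and 24.8%, 11.6%, 23.3% and 24.8% for full CHH sites of ten-day-old seedlings, early embryos, four-day-old seedlings and mature embryos. With only windows with signal they were 39.4%, 18.3% and 10.2% for CHH-, CHG- and CG-hyper DMRs and 51.8%, 27.7% and 56.5% for sites of ten-day-old seedlings, early embryos and mature embryos. With only single-copy windows they were 97.9%, 81.2% and 51.5% for the DMRs and 81.9% and 80.2% for sites of ten-day-old seedlings and early embryos; the threshold itself then fell to 2.27 to 5.42 from 48.2 to 57.1, and the median density fell to 31.5, 14.2 and 4.53 over the DMRs. For CHH-hyper DMRs the highest window gave 59.7% and class 24 alone 59.2%. Single chromosomes gave 36.6%, 23.8% and 25.0% for CHG-hyper DMRs (chromosomes 1, 3 and 4), 48.6%, 63.8% and 64.6% for sites of ten-day-old seedlings (2, 3 and 5), and 31.5%, 30.5% and 41.4% for early embryo sites (2, 3 and 4). Windows of 500 nt had signal in 93.4% of cases. The edge of early embryo TEs was above the inside in 61.4% of TEs, but in 28.6% when the weaker end alone was compared, which by construction takes the lower of 2 values. The other 27 comparisons of main results stayed within their intervals or on their side of the test. Apart from the choice of the weaker end, the causes were not tested. Depth limits single windows most: with 1 read worth 0.126, the median window holds 1 read.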

Differences from the paper's values

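The paper's median density over CHH-hyper DMRs of fie seedlings, for 24-nt siRNAs of seedlings, is about 8.6 in Fig. 4e, read by eye; the value here is 58.6. The measures are not the same: the panel selects 24-nt reads, covers all such DMRs and divides by mapped small RNAs, while the value here takes all lengths, the rows held and the authors' deposited scale. None of the alternatives set before the data were examined comes within 1.5 times of the panel: the highest window of a region gave 69.4, windows with signal only 59.1, windows without small noncoding RNA genes 58.6, DMRs assigned to a TE 53.5, the stronger strand 39.9, and the 99th percentile leaves the median at 58.6. Signal of class 24 alone, an alternative chosen after the data were seen, gave 57.3, but a window of class 24 can hold other lengths. The paper's text also cites an earlier study beside the panel, and does not say which seedling library the panel shows.

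The paper's Table S8 has 12300 rows of CHH-hyper DMRs and 1757 were held here. The paper's Table S6 has 28306 mature embryo sites and 1999 were held here.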

Other observations

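The pseudogenes, the protein-coding genes and the CG-hypo DMRs were described after the data were seen, and the comparison of the weaker end of TEs was chosen after; the other values follow rules set earlier. Genes of different classes had small RNA of different length classes. The tRNA genes held 24.6% of the signal and 604 of 625 were above the 95th percentile of their chromosome. The miRNA genes held 12.4% of the signal, 73.8% of it in class 22, and 192 of 326 were above the 95th percentile. Since odd lengths have no class of their own, class 22 does not give the length of these RNAs. Genes of the annotation's pseudogene class had a median density of 10.8 with 95.3% of their signal in class 24. The class takes in genes at TEs, such as AT1G33000 and AT1G23990 of the panels. The share of TE genes in it was not examined. Protein-coding genes had a median of 0.173, and 1.24% of the 27444 were above the 95th percentile. Among RdDM target genes, 0 of 5 had a mean above the 95th percentile; FWA, silenced by methylation of its promoter repeats, had 11.3 and SDC 4.54. FWA was the 1 gene of this list with a window above the 95th percentile, from 13038401 to 13038500 at 189. FWA and SDC had 87.7% and 99.2% of their signal in class 24. Of 10 genes with phased siRNAs or miRNA control, 0 had a mean above it and 4 had a window above it, and AGO2 had the highest density at 36.3. The AGO2 value rests on the window from 11185201 to 11185300, which held 99.3% of the signal at 1401, and 99.3% of its signal was in class 20, whereas class 22 held most of the signal in 6 of the 10 genes. Of 6 small RNA pathway genes, 0 had a mean above it. A window of 72.5 at the end of DCL4 has 7 of its 100 nt inside the gene, whose own density was 0.304. AT5G26890, shown in Figure S8B, had a density of 7.47.

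The top 1000 windows held 58.4% of all signal. Besides the genes already named, MIR167b (214235) and MIR166a (205272) are among the 10 loci with the highest windows, as are the tRNA genes AT1G11030, AT1G61020, AT3G09505, AT5G02615 and AT1G79980. The CHG-hyper DMRs with the highest density lie on chromosome 2, at the rRNA gene AT2G01010 (5301 to 5400; 13173) and at AT2G01020 (6101 to 6200; 12512), with almost no signal in class 24. The DMR at AT2G37440 (15722201 to 15722300) had 9294, all in class 24. The DMRs at AT2TE15555 (3563101 to 3563200) and from 8301 to 8400, assigned to no element, had 7552 and 4197, also with almost no signal in class 24.

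Of the early embryo TEs, AT2TE44355 (chromosome 2, 10351573 to 10352460) had the highest density at 673, followed by AT2TE61215 at 512, AT4TE42010 at 490.0, AT5TE60750 at 474 and AT1TE81560 at 472. In 313 of 510 early embryo TEs of at least 1000 nt (61.4%, interval 57.0 to 65.6), the mean of the outer 100 nt at both ends was above the inside (exact two-sided sign test, p = 3.2e-07; TEs are not independent replicates), but in 28.6% when the weaker end alone was compared. The values are per fixed 100-nt window, so that of an edge can include signal from outside the TE or from its inside. Mature embryo sites held, all on chromosome 1 up to 9627000, had a median density of 124, and 577 of 817 windows were above the 95th percentile.

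The 9 CG-hypo DMRs of fie seedlings in the paper's Table S8 all lie on chromosome 3, from 4894901 to 7250300, and 1 of them is at FIE itself (AT3G20740). None of the 9 had a read in this library.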
